# Two FGFRL-Wnt circuits organize the planarian anteroposterior axis

**DOI:** 10.7554/eLife.12845

**Published:** 2016-04-11

**Authors:** M Lucila Scimone, Lauren E Cote, Travis Rogers, Peter W Reddien

**Keywords:** planarians, patterning, Wnt signaling, FGFRL, single cell, muscle, Other

## Abstract

How positional information instructs adult tissue maintenance is poorly understood. Planarians undergo whole-body regeneration and tissue turnover, providing a model for adult positional information studies. Genes encoding secreted and transmembrane components of multiple developmental pathways are predominantly expressed in planarian muscle cells. Several of these genes regulate regional identity, consistent with muscle harboring positional information. Here, single-cell RNA-sequencing of 115 muscle cells from distinct anterior-posterior regions identified 44 regionally expressed genes, including multiple *Wnt* and *ndk/FGF receptor-like (ndl/FGFRL*) genes. Two distinct FGFRL-Wnt circuits, involving juxtaposed anterior *FGFRL* and posterior *Wnt* expression domains, controlled planarian head and trunk patterning. *ndl-3* and *wntP-2* inhibition expanded the trunk, forming ectopic mouths and secondary pharynges, which independently extended and ingested food. *fz5/8-4* inhibition, like that of *ndk* and *wntA*, caused posterior brain expansion and ectopic eye formation. Our results suggest that FGFRL-Wnt circuits operate within a body-wide coordinate system to control adult axial positioning.

**DOI:** http://dx.doi.org/10.7554/eLife.12845.001

## eLife digest

Some animals can regrow tissues that have been amputated. A group of flatworms called planarians are often used as a model to study the regeneration process because they are able to restore any lost tissue or even an entire animal from tiny pieces of the body. For regeneration to be successful, it is important to ensure that the new tissues form in the correct locations in the body.

The planarian body is divided into three main parts: head, trunk and tail. Several gene products involved in specifying what tissues regenerate are made by muscle cells along the planarian body. Some of the genes are involved in mechanisms that allow cells to communicate with each other, such as the Wnt signaling pathway. These genes could form a coordinated system to control regeneration, but their precise roles remain poorly understood.

Two groups of researchers have now independently identified genes that provide cells with information about their location in the flatworm body. Scimone, Cote et al. used a technique called RNA sequencing in individual muscle cells to identify 44 genes that have different levels of expression across the head, trunk and tail regions. These genes included multiple components of the Wnt signaling pathway and others that encode members of the FGFRL family of signaling proteins.

Further experiments revealed two distinct sets of genes, or “gene circuits”, that provide information to correctly position tissues in the head and trunk regions of the worm. For example, inhibiting the activity of the *wntP-2* or *ndl-3* genes increased the size of the trunk of the worms and caused extra mouths and pharynges (muscular organ used for eating) to form. On the other hand, blocking the activity of genes in the other gene circuit caused the brain to expand and extra eyes to form.

Another study by Lander and Petersen found that *wntP-2 and ndl-3* act with another gene called *ptk7*, which encodes another component of the Wnt signaling pathway. Together these findings suggest that the Wnt-FGFRL circuits act in a body-wide system that co-ordinates where and which new tissues form during regeneration. A future challenge is to find out how the genes identified in these studies interact and how the cells of the animal interpret this information to properly regenerate missing tissues.

**DOI:** http://dx.doi.org/10.7554/eLife.12845.002

## Introduction

Adult animals replace cells during tissue turnover and, in many cases, regeneration. How animals specify and maintain regional tissue identity during these processes is poorly understood. Planarians can regenerate any missing body part and replace aged tissues during homeostasis, presenting a powerful system for identifying adult positional information mechanisms (Reddien and Sánchez Alvarado, 2004; Reddien, 2011).

Planarian regeneration requires an abundant population of dividing cells called neoblasts that includes pluripotent stem cells (Wagner et al., 2011; Rink, 2013; Reddien, 2013). Accordingly, many genes required for regeneration are required for neoblast biology. However, some phenotypes associated with gene inhibition do not impact the capacity of animals to regenerate, but instead affect the outcome of regeneration, suggestive of a role for such genes in providing positional information. For example, inhibition of components of the Wnt signaling pathway causes regeneration of heads in place of tails, generating two-headed animals with heads facing opposing directions (Petersen and Reddien, 2008; Gurley et al., 2008; Iglesias et al., 2008). Neoblasts are also constantly utilized for the replacement of differentiated cells during natural tissue turnover. Several striking planarian phenotypes associated with altered regional tissue identity during tissue turnover have also been identified, including hypercephalized (Wnt-signaling inhibition) (Petersen and Reddien, 2008; Gurley et al., 2008; Iglesias et al., 2008) and ventralized (BMP-signaling inhibition) (Reddien et al., 2007; Molina et al., 2007; Orii and Watanabe, 2007) planarians. Reminiscent of the roles of Wnt and Bmp in planarian regeneration and tissue turnover, Wnt regulates anterior-posterior (AP) axis development (Petersen and Reddien, 2009b; Niehrs, 2010) and Bmp regulates dorsal-ventral (DV) axis development (De Robertis and Sasai, 1996) in many animal phyla.

Many receptors, ligands, and secreted inhibitors belonging to key pathways that regulate development in many organisms, such as BMP and Wnt pathways are constitutively expressed in a regionalized manner across adult planarian body axes (Reddien, 2011). Interestingly, these genes are predominantly expressed together in the same planarian tissue, the body-wall muscle (Witchley et al., 2013). Expression patterns of these genes can change dynamically following injury (Petersen and Reddien, 2008; Petersen and Reddien, 2009a; Gurley et al., 2010; Witchley et al., 2013), and some of these changes can occur in existing muscle cells in the absence of neoblasts (Witchley et al., 2013). Body-wall muscle is distributed peripherally around the entire planarian body, and the known expression domains of candidate patterning molecules in muscle broadly span the AP, DV, and medial-lateral (ML) body axes, raising the possibility that muscle provides a body-wide coordinate system of positional information that controls regional tissue identity in tissue turnover and regeneration (Witchley et al., 2013). However, the roles for many of these genes with regionally restricted expression in muscle are poorly understood, and it is likely that many genes with regionally restricted expression in muscle and roles in positional information await identification.

Identification of muscle as a major site of expression of genes controlling regeneration and tissue turnover in adult planarians presented the opportunity for systematic characterization of positional information in an adult metazoan. To this end, we performed single-cell RNA sequencing on muscle cells isolated from 10 discrete regions along the planarian AP axis and found 44 genes for which expression within planarian muscle was restricted to specific AP domains. An RNA interference (RNAi) screen of many of these genes revealed two similar circuits each containing FGFRL and Wnt components that are required for the normal patterning of two distinct regions of the planarian body: the head and the trunk.

## Results

### Single muscle cell sequencing reveals 44 genes expressed in restricted domains along the AP axis

The prior identification of a single, body-wide cell type (body-wall muscle) expressing genes implicated in patterning in restricted domains (Witchley et al., 2013) raised the possibility that RNA sequencing of muscle cells could systematically identify components of this candidate adult positional information system. We sought such genes with regional expression in muscle utilizing single-cell RNA sequencing of muscle cells isolated from different regions along the AP axis. Non-dividing single cells from 10 consecutive regions along the AP axis (Figure 1A) were isolated by fluorescence activated cell sorting (FACS), and the resulting single-cell cDNA libraries were screened by qRT-PCR for expression of planarian muscle markers before sequencing (Methods, Figure 1—figure supplement 1A–C, Supplementary file 1A). 

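The values behind the muscle data are read counts per transcript in 177 single cells of *Schmidtea mediterranea*, asexual strain CIW4, from animals starved for 7 to 14 days. The strip between the ventral nerve cords was divided into 10 regions, from region 1 at the head tip to region 10 at the tail tip, and the pharynx was discarded from regions 5 and 6. Sorted cells were lysed and their cDNA amplified by SmartSeq2, a PCR method for full-length cDNA that adds no molecular identifiers, so the values count reads and not molecules. Only libraries positive for *collagen* or *troponin* by qRT-PCR were sequenced. The authors trimmed the reads, mapped them with bowtie to the dd_Smed_v4 transcriptome, discarded a few abundant mitochondrial and ribosomal transcripts and summed the reads of all isotigs of a transcript. The deposited table holds the raw counts of 26560 transcripts. The genes of the *frizzled-4* and of the *nou darake-like* group are paralogs, and reads from near-identical stretches may be counted for another member.

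The authors class 115 of the cells as muscle and 62 as non-muscle. Regions 1 to 10 gave 11, 6, 6, 10, 23, 12, 9, 13, 13 and 12 muscle cells and 11, 0, 3, 3, 6, 9, 11, 7, 5 and 7 non-muscle cells. Total reads per cell ranged from 19205 to 3884642 in muscle (median 259378) and from 53607 to 2702758 in non-muscle cells (median 304656). Median reads per muscle cell were lowest in region 7 (114085) and highest in region 10 (1238250). The library numbers in the sample labels were divided for the re-analysis into 3 blocks, with cuts placed at 450 and 530. The blocks cover different parts of the axis. The block with the lowest numbers holds 55 muscle cells of regions 1 to 8, the next block 24 of regions 1 to 10, and the third block 36 of regions 5 to 10. The labels do not define these blocks, and what the library numbers mark is not given in the sources used here.

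No source used here names the animal a cell came from, so cells were not taken as replicates. Raw counts were summed over the muscle cells of each region, and the sums were compared with the quasi-likelihood test of edgeR after TMM normalization. The p-values therefore measure the spread between regions, not between animals, and each sum leans on its most deeply sequenced cells. A transcript was counted as expressed in a cell with more than 2 reads, the minimum the paper uses to count the transcripts of a library. Shares of cells are given with exact (Clopper-Pearson) 95% intervals, and the CPM of summed cells with exact Poisson intervals. Beside most shares of 0 stands the share that 3 cells would make, which for the groups named here lies slightly under the exact bound. Where an interval is printed beside a share of 0, it is the exact one. Intervals and limits cover counting error only. To compare shares at equal depth, cells were also thinned at random to 50000 reads each, which left out 5 muscle cells and 0 non-muscle cells.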

Cells expressed an average of 3,253 transcripts, within the range reported for planarian single-cell libraries (Wurtzel et al., 2015). 

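Non-muscle cells expressed more transcripts than muscle cells at the depth sequenced, and the gap narrowed at equal depth. The mean was 3671 ± 1386 (SD, n = 62 cells) in non-muscle and 3027 ± 948 (SD, n = 115 cells) in muscle cells. The medians were 3557.5 and 2920.0, and at 50000 reads per cell 2204 and 2137.5. Along the axis, the median was 3909 transcripts in the 11 muscle cells of region 1 (range 2594 to 4214), 2049 in the 6 of region 2 (1543 to 2523) and 4118 in the 12 of region 10 (2389 to 5966). Part of this order went with depth. At 50000 reads per cell the medians were 2520 in region 1, 1532 in region 2 and 2296 in region 10, so that region 10 no longer had the higher number of the 2 ends of the axis. Within regions, the median was higher in non-muscle cells in 6 of 9 regions, and in 5 of 9 regions at equal depth. Over all cells the mean was 3253 transcripts at a mean of 430114 reads.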

Principal component analysis (PCA) on the 177 single cells sequenced was performed using highly variable transcripts. 

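Genes for a collagen and for contractile proteins were higher in muscle, and a zinc finger and a spectrin gene were among those higher in the other cells. The genes given by name here belong to the lists of the first component, with which the study made the classes. Their direction was thus set in advance, and their p-values are not independent evidence. The fibrillar collagen gene *COL1A2* was at 1686 ± 1121 CPM (SD, n = 10 regions) in muscle and at 2.33 ± 2.17 CPM (SD, n = 9 regions) in non-muscle cells, a log2 fold change of 9.61 (standard error 0.76, adjusted p = 5.37e-09 from edgeR). The myosin heavy chain gene *DjMHC-B* (log2 fold change 5.06, standard error 0.88, adjusted p = 0.000331 from edgeR) and the troponin gene *TNNI2* (4.03, standard error 0.70, adjusted p = 0.000309 from edgeR) were also higher in muscle. The zinc finger gene *ZFP-1* was at 0.122 ± 0.166 CPM (SD, n = 10) in muscle and at 328 ± 177 CPM (SD, n = 9) in non-muscle cells, a log2 fold change of -11.14 (standard error 0.87, adjusted p = 5.37e-09 from edgeR). The spectrin gene *SPTBN1* (-7.27, standard error 0.81), *FABP7*, a gene for a fatty acid-binding protein (-7.31, standard error 1.09), and *COTL1* (-6.06, standard error 1.38) were lower in muscle with no overlap between the regions of the 2 classes. Of transcripts with no gene name in the study's tables, dd_Smed_v4_11500_0_1 was at least 750-fold and dd_Smed_v4_10764_0_1 at least 770-fold higher in muscle, with 3 reads over the group as the floor, and dd_Smed_v4_2832_0_1, with 3 reads in muscle and 5413 in non-muscle cells, was 3529-fold lower in muscle (1207 to 17116, exact counting interval).

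All 12 transcripts at the negative end of the first component in Supplementary file 1B were higher in muscle (median log2 fold change 5.11) and all 12 at the positive end were lower (median -6.05). The second component did not follow the classes. Of the 12 transcripts at its negative end, which include the neoblast gene *SMEDWI-1*, 1 was higher in muscle, the fibrillin gene *FBN2*, and 11 did not pass the test. Of the 12 at its positive end, 1 was higher, 2 were lower and 9 did not pass. Adjusted over the list alone, 12, 12, 1 and 4 transcripts of the 4 lists passed. The study derived these lists and the classes from the same cells, so the counts are not independent evidence. Over all 14440 transcripts tested, 1675 passed, of which 1134 were lower and 32.3% higher in muscle. With region as a block 979 passed, of which 520 were lower and 46.9% higher, and within the blocks of library numbers 311, 788 and 272 transcripts passed. Among cells of the third block alone *TNNI2* did not pass (log2 fold change 2.66, adjusted p = 0.0821 from edgeR, where the alternatives ranged from 4.82e-10 to 0.0821).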

Two significant principal components that separated cells by expression of muscle markers (PC1<0) and expression of neoblast markers (PC2<0) were identified (details in Methods, Figure 1—figure supplement 1D–F, Supplementary file 1B). PCA and *troponin* expression confirmed the identity of 115 muscle cells, and these 115 cells were used in all subsequent analyses (Figure 1—figure supplement 1D, Supplementary file 1A).

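*Troponin* separated the classes by level and not by presence. It was above 4 CPM in 115 of 115 muscle cells, with a median of 1153 CPM and a lowest value of 63.0 CPM. It was also above 4 CPM in 54 of 62 non-muscle cells, with a median of 34.4 CPM and a highest value of 905 CPM. The paper's definition of the muscle class requires more than 4 CPM, so the 115 of 115 was set in advance. A PCA of log2(CPM + 1) over the 45 transcripts inside the paper's limits on mean (4 to 8) and dispersion (over 1.2) placed 113 cells on the muscle side of the first component with *troponin* above the minimum. Of these, 110 are among the 115 muscle cells of the study, and 169 of the 177 cells fell in the same class. The first component held 24.6% of the variance and the second 9.67%. Cell class accounted for 80.7% of the variance of the first component. Part of this share was built in, since the study drew the classes on the first component of its own PCA. With a PCA on the 1000 most variable transcripts the muscle group had 118 cells, and 172 cells kept their class. With transcripts chosen on the log of the mean CPM, a choice made after seeing the data, it had 157 cells, 42 of them outside the study's muscle class, and 135 of 177 cells kept their class. From the components and *troponin*, the paper takes these cells as muscle and carries them into the comparisons along the axis.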

**Figure 1.**
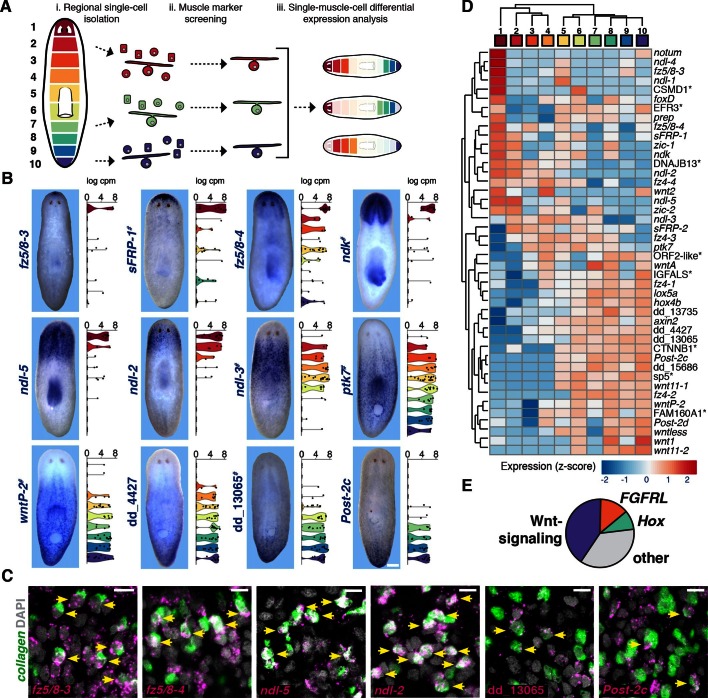
Single-muscle-cell RNA sequencing identifies regionally expressed genes on the planarian AP axis. (**A**) Single cells from each colored AP region were isolated by FACS and resultant cDNA was screened by qRT-PCR for muscle marker expression. Positive cells were sequenced and analyzed for differential expression. (**B**) Whole-mount in situ hybridization (ISH) (n=2 experiments) shows expression of a subset of new and previously known (^#^) muscle regionally expressed genes (mRGs). Images are representative of n>10 animals for new mRGs. Anterior, up. Scale bar, 100 μm. Right, violin plots show the expression distribution in muscle cells (black dots) within the 10 dissected regions. cpm, counts per million. (**C**) Double fluorescence ISH (FISH) show co-localization of several newly identified mRGs (magenta) and the muscle marker *collagen* (green). DAPI was used to label nuclei DNA (gray). Yellow arrows point to cells co-expressing both genes. Scale bar, 10 μm. (**D**) Heat map shows hierarchical clustering of the average expression per region of the 44 identified mRGs. Top color bar indicates dissected region. (*) marks genes that are named by best human BLASTx hits. (**E**) Pie chart shows the percentage, within the 44 genes shown in **D**, of Wnt-signaling genes, *FGFRL,* and *Hox* homologs. **DOI:** http://dx.doi.org/10.7554/eLife.12845.003

**Figure 1—figure supplement 1.**
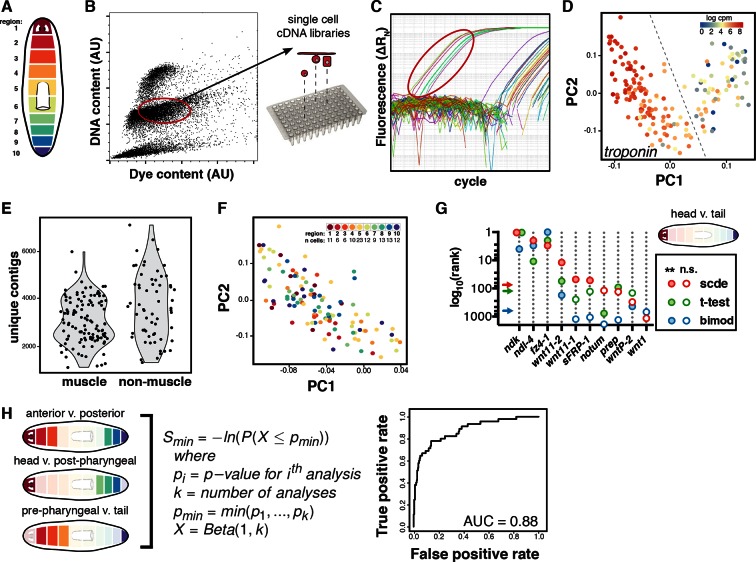
Single-muscle-cell sequencing and analysis. (**A**) Schematic of the 10 regions dissected and macerated to isolate single cells. (**B**) Representative FACS plot of Hoechst-stained cells from a single region indicating the gate used to isolate non-dividing cells. (**C**) Representative qRT-PCR plot for the muscle marker *troponin* used to screen single-cell cDNA libraries. The libraries from cells circled in red were sequenced. (**D**) Principal component (PC) analysis and *troponin* expression identified 115 muscle cells. Cells separated along two significant principal components: PC1 (29.9% of variance explained, p=1.4E-120) separated muscle from epidermal lineage and PC2 (8.3% of variance explained, p=4.4E-44) separated neoblasts from differentiated cells (Supplementary file 1B). Cells to the left of the dashed line that expressed *troponin* were retained for further analysis as muscle cells. (**E**) Distribution of contigs with two or more reads in the 177 single-cell libraries used for PC analysis. Nearly all cells with a high number of expressed contigs that could signal a doublet event from FACS were categorized as non-muscle cells and excluded from differential expression analysis. (**F**) Muscle cells from all regions were evenly distributed throughout PC-space indicating that AP region of origin did not explain a significant proportion of the variance. Inset includes number of muscle cells analyzed per region. (**G**) Different differential expression analysis methods were tested for the ability to identify known mRGs. The rank order by p-value is shown on the y-axis in log_10_ scale for several canonical mRGs. Arrows mark the rank separating significant (filled circle) and not significant (n.s., unfilled circle) genes at p<0.01 for each method. (**H**) Three differential expression analyses (left) using SCDE were performed between the indicated regions. Ranking of genes by a differential expression score was used to generate a receiver-operator curve (right) to evaluate whether the SCDE analysis correctly classified genes as mRGs compared to ISH validation (Materials and methods). **DOI:** http://dx.doi.org/10.7554/eLife.12845.004

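Cells with very many transcripts were mostly outside the muscle class. Of 13 cells with more than 5000 transcripts, 11 were non-muscle (84.6%, exact 95% interval 54.6 to 98.1). They came from regions 8 (4 cells), 6 (3 cells), 1 (2 cells), 5 (1 cell) and 10 (1 cell). The 2 muscle cells above that number were both from region 10, the region with the deepest libraries. The highest number was 7091 in a non-muscle cell and 5966 in a muscle cell.

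Region of origin accounted for 8.52% of the variance of the first component among muscle cells and for 45.6% of that of the second, where random groups of the same sizes would give 7.89%. After total reads and transcripts per cell were regressed out, the second component kept 36.3%. With a PCA on the 1000 most variable transcripts the share was also 45.6%, and 19.5% after the same regression. With transcripts chosen on the log of the mean CPM it was 20.6%, and 6.06% after the regression. Cells with low values on the second component had more of 6 transcripts that carry no gene name in the study's tables. The most strongly correlated, dd_Smed_v4_16831_0_1, had a median of 436 CPM in muscle of region 2, 74.0 CPM in region 1 and 228 CPM in region 10, and was expressed in 111 of 115 muscle and 60 of 62 non-muscle cells. The blocks of library numbers accounted for 1.11% of the variance of this component.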

**Figure 1—figure supplement 2.**
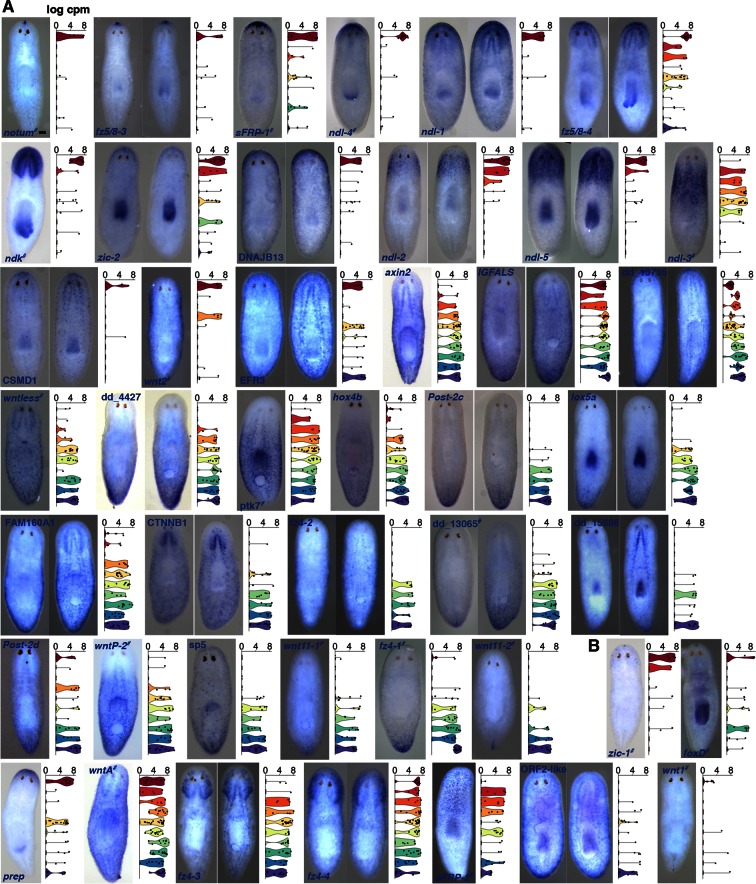
44 mRGs are distributed along the AP axis. Colorimetric ISH of mRGs (blue) identified in SCDE analyses. Violin plots show the distribution of cells that express that gene in each of the 10 dissected regions; cpm, counts per million. ^#^, previously known mRGs. (**A**) Genes with p<0.005 in any analysis; (**B**) Genes with p>0.005. Anterior, up. Scale bar, 100 μm. Each image is representative of n>5 animals. At least 2 independent ISH experiments were performed for each new mRG. **DOI:** http://dx.doi.org/10.7554/eLife.12845.005

Single-cell differential expression (SCDE, [Kharchenko et al., 2014]) analysis of the data was used to identify regionally expressed genes in the muscle single cell sequencing data, because of its ability to identify transcripts of genes with known anterior and posterior expression patterns (details in Methods, Figure 1—figure supplement 1G). 

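Posterior muscle expressed Hox and Wnt genes that were nearly undetected in anterior muscle, and anterior muscle expressed genes that were undetected posteriorly. The Hox gene *lox5a* was expressed in 35 of 38 muscle cells of regions 8 to 10 (92.1%, 78.6 to 98.3; 29 of 37 at equal depth) and in 0 of 23 cells of regions 1 to 3, which allows a share of up to 13.0%. Its TMM-normalized level was 344 ± 67.2 CPM (SD, n = 3 regions) posteriorly and 0.166 ± 0.287 CPM (SD, n = 3) anteriorly, a log2 fold change of -10.61 (standard error 1.45), where negative values are higher in the posterior. With 2 anterior and 8224 posterior reads, the ratio of its counts was 1732 (479 to 14302, exact counting interval). The frizzled receptor gene *fz4-1* (-6.93, standard error 1.83), the Wnt ligand gene *wntP-2* (-5.86, standard error 1.43) and the Hox gene *hox4b* (-5.13, standard error 1.48) were also higher posteriorly. The Hox gene *Post-2c* and the transcription factor gene *sp5* had 0 anterior reads and were at least 441.9-fold and at least 406-fold higher posteriorly, with 3 reads over the group as the floor. In the other direction, the *FGFRL* gene *ndl-2* had 2139 anterior and 0 posterior reads, at least 1693-fold higher anteriorly. The transcription factor gene *zic-2* was at 269 ± 246 CPM (SD, n = 3) anteriorly and 9.08 ± 8.67 CPM (SD, n = 3) posteriorly (log2 fold change 4.88, standard error 1.58).

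Adjusted over the list alone, these 8 genes had p-values between 0.000551 and 0.0286 from edgeR, and 15 of the 43 mRGs tested passed, 3 higher anteriorly and 12 posteriorly. The list was chosen by the study on these cells, so this count is not independent evidence. Over all 9538 transcripts tested, edgeR called 0 at an adjusted p under 0.05, with 3.39% of them at an unadjusted p under 0.05, where chance would give 5%, or 476.9 transcripts. Without region 1 the share was 17.2% (1645 transcripts), and 1 passed. The smallest adjusted p was 0.122, that of *lox5a*. DESeq2 called 136 transcripts, 14 of them mRGs, and limma called 16, of which 12 are mRGs. On simulated counts of this design, DESeq2 made 99 false calls, edgeR 2 and limma 1, so many of the DESeq2 calls may be false. The simulated counts were drawn with dispersions estimated by edgeR, which may favor edgeR. limma ran there on sums and not on means over cells, so its simulated number does not carry over. The regions of the 2 ends did not overlap for 24 of the 43 mRGs and for 1003 of the 9538 transcripts (10.5%), where chance gives 10%. Among cells of the second block of library numbers alone, which has regions 1 and 3 against regions 8 to 10, 10 of 29 mRGs passed over the list alone. The first block has region 8 as its single posterior region, and the third has no anterior cells. Without region 3, 25 mRGs passed over the list alone. *zic-2* did not pass without region 1, 2, 9 or 10 (p from 0.0517 to 0.0890), nor *hox4b* without region 9 or 10 (p = 0.0835 and 0.0507, adjusted over the list alone, edgeR). In the authors' deposited table of this comparison, where single cells are the units of the SCDE test, 63 transcripts had an absolute Z above 2.58, 23 of them higher anteriorly.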

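The head tip and the tail tip each had genes that were rare or undetected in the regions they were compared with. The frizzled receptor gene *fz5/8-4* was expressed in 10 of 11 muscle cells of the head tip (90.9%, 58.7 to 99.8) at 1054 CPM (1021 to 1088) and in 3 of 35 post-pharyngeal cells of regions 7 to 9 (8.57%, 1.80 to 23.1) at 5.39 CPM (3.93 to 7.21). The Wnt ligand gene *wnt2* was expressed in 4 of 11 head tip cells (36.4%, 10.9 to 69.2) and in 0 of 35 post-pharyngeal cells, which allows a share of up to 8.57%. *dd_4427* went the other way, with 0 of 11 head tip cells, which allows a share of up to 27.3%, and 24 of 35 post-pharyngeal cells (68.6%, 50.7 to 83.1). In the tail tip, the Wnt ligand gene *wnt11-2* was expressed in 8 of 12 cells (66.7%, 34.9 to 90.1) and in 0 of 22 pre-pharyngeal cells of regions 2 to 4, which allows a share of up to 13.6%. *dd_13065* was expressed in 11 of 12 tail tip cells (91.7%, 61.5 to 99.8) and 3 of 22 pre-pharyngeal cells (13.6%, 2.91 to 34.9). *CTNNB1*, which the study does not count among its Wnt pathway genes, was in 9 of 12 (75.0%, 42.8 to 94.5) and 1 of 22 (4.55%, 0.115 to 22.8).

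At equal depth the shares in the tail tip were 5 of 12 cells for *wnt11-2*, 10 of 12 for *dd_13065* and 7 of 12 for *CTNNB1*, and *fz5/8-4* was left in 10 of 11 head tip and 1 of 33 post-pharyngeal cells. Head tip and tail tip are single regions, so these differences have no test. In the authors' deposited table of head against post-pharyngeal cells 53 transcripts had an absolute Z above 2.58, 29 of them higher in the head. In the authors' deposited table of pre-pharyngeal against tail cells there were 20, 13 of them higher in the tail. Any of the 3 comparisons in the authors' deposited tables gave 98 transcripts.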

SCDE analyses of three different anterior-versus-posterior region comparisons (Materials and methods, Figure 1A, Figure 1—figure supplement 1H, Supplementary file 1C–E) identified transcripts of 99 genes as differentially expressed at p<0.005. To further validate the regional expression of these candidate genes, RNA probes were generated for all statistically significant transcripts (88/99 successfully amplified) and whole-mount in situ hybridization (ISH) was performed (Figure 1B). 18 genes with regional expression in muscle have been previously identified (Figure 1—figure supplement 2, [Witchley et al., 2013; Vogg et al., 2014; Reuter et al., 2015]). Although these three SCDE analyses correctly identified 13 of these 18 genes, those expressed in rare muscle cells (*wnt1, foxD, zic-1*), in shallow gradients (*sFRP-2*), or broadly (*wntA),* were below statistical significance (Materials and methods, Figure 1—figure supplement 1H, Figure 1—figure supplement 2B). Therefore, an additional 168 genes, for which transcripts showed non-significant differential expression in the SCDE analysis, were tested by ISH. 

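The 5 genes that the SCDE comparisons missed were present at levels that ranged from rare to broad. *wnt1*, the Wnt ligand gene of the posterior tip, was expressed in 6 of 115 muscle cells (5.22%, 1.94 to 11.0; 3 of 110 at equal depth), and 1 cell of region 10 held 2540 of its 2770 reads. The transcription factor gene *FoxD* was expressed in 18 of 115 cells (15.7%, 9.55 to 23.6), with 3 of 11 cells in region 1 and 5 of 13 in region 8. *zic-1* was expressed in 12 of 115 cells (10.4%, 5.51 to 17.5), 6 of them among the 11 of region 1. *sFRP-2*, a gene for a secreted Wnt inhibitor, was expressed in 0 of 11 cells of region 1, which allows a share of up to 27.3%, in 3 of 6 of region 2, in 7 of 12 of region 6 and in 5 of 12 of region 10 (0 of 12 at equal depth). *wntA* was expressed in 89 of 115 cells (77.4%, 68.7 to 84.7; 70 of 110 at equal depth), at 269.5 CPM (252.8 to 286.9) in region 1 and 1595 CPM (1524 to 1668) in region 7.

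None of the 5 passed edgeR's test between anterior and posterior muscle. The log2 fold changes were -5.18 (standard error 2.50) for *wnt1*, 0.77 (2.07) for *FoxD*, 1.31 (2.39) for *zic-1*, 0.68 (1.66) for *sFRP-2* and -1.63 (0.72) for *wntA*, with p-values adjusted over the list alone of 0.102, 0.751, 0.691, 0.742 and 0.0781. The value of *FoxD* rested on region 1, since regions 2 and 3 had 0 reads, and without region 1 the fitted value turned to -12.96 (p = 0.00683 adjusted over the list alone, edgeR, where the alternatives ranged from 0.00683 to 0.935). Without region 1 *wnt1* passed (p = 0.0304, alternatives 0.0270 to 0.585), without region 8 *zic-1* (p = 0.0226, alternatives 0.00279 to 0.862) and without region 9 *wntA* (p = 0.0471, alternatives 0.0301 to 0.390, all adjusted over the list alone, edgeR). Of all 18 genes known before, 0 passed over all transcripts by edgeR, with 9 at an unadjusted p under 0.05, 5 by DESeq2 and 5 by limma. Adjusted over the list of mRGs alone, 6 passed by edgeR, all of them higher posteriorly. In the authors' deposited tables 13 of the 18 had an absolute Z above 2.58.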

ISH reveals expression in all tissue types, which might obscure detection of regional expression within muscle cells for some genes by this method. Nonetheless, ISH analysis verified 44 of these genes as regionally expressed (35/44 with p<0.005 in any of anterior-versus-posterior SCDE analyses) from the total 256 genes tested, including 26 previously not reported to be regionally expressed in muscle (Figure 1B, Figure 1—figure supplement 2, Supplementary file 1F). 

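Over all 10 regions, more of the mRGs passed a test of slope toward the tail than toward the head. By the region with the highest mean of log2(CPM + 1), the ends were nearly even. That region was 1 to 3 for 18 of the 44 mRGs and 8 to 10 for 19. Adjusted over the list alone, the slope on region number of 22 of the 43 mRGs tested passed edgeR's test, 15 rising toward the tail and 7 toward the head. *lox5a* rose by 1.40 log2 units per region (standard error 0.28, p = 0.00136 adjusted over the list alone, edgeR), *hox4b* by 0.81 (0.17, p = 0.00191) and *dd_13065*, which has no assigned function, by 1.15 (0.23, p = 0.00136). Shallower slopes were those of *IGFALS* (0.28, standard error 0.10, p = 0.0313 adjusted over the list alone, edgeR) and *fz4-4*, a frizzled receptor gene that fell by 0.25 per region (standard error 0.09, p = 0.0287 adjusted over the list alone, edgeR). *IGFALS* did not pass without region 1, 3, 8 or 10 (p from 0.0537 to 0.103), nor *fz4-4* without region 1, 7, 9 or 10 (p from 0.0513 to 0.0784). *fz4-4* was the single gene to pass among the 9 mRGs that the SCDE comparisons did not call. *ndl-2* had the steepest fall, 1.75 per region (standard error 0.22), from 465 CPM in region 1 to 6.41 CPM in region 5 and 0 in regions 6 to 10.

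Over all 11641 transcripts tested, 2 passed at an adjusted p under 0.05 from edgeR, *ndl-2* (adjusted p = 0.00778) and dd_Smed_v4_37_0_1 (slope 0.20, standard error 0.029, adjusted p = 0.0222), an abundant transcript with no gene name in the study's tables. DESeq2 called 122 and limma 24. On simulated counts of this design, DESeq2 made 95 false calls, edgeR 1 and limma 2, so many of the DESeq2 calls may be false. The same limits of the simulation hold here as between anterior and posterior muscle. The second transcript passed under 7 of 21 alternatives, with adjusted p-values from 7.61e-05 to 1, and among them not without region 1, 2, 3, 6, 7, 8 or 9 (p from 0.0625 to 0.393, edgeR). Its slope was -0.03 within the third block of library numbers, which spans regions 5 to 10. In the 3 blocks alone, 14, 7 and 1 mRGs passed over the list alone. Without region 1, 9 mRGs passed over the list alone and 0 transcripts over all, with 620 at an unadjusted p under 0.05. Without region 9 0 also passed over all, with 335 at an unadjusted p under 0.05, and without region 10 there were 21. Of transcripts that the study saw by ISH in other tissues, over all transcripts 0 of 44 with a pattern in the CNS alone, 0 of 10 in the gut alone and 0 of 16 in the epidermis alone passed by edgeR, with 6, 2 and 3 at an unadjusted p under 0.05. DESeq2 called 5, 0 and 1 of them and limma 1, 0 and 1. Adjusted over each list alone, 2, 1 and 0 passed by edgeR. The counts between anterior and posterior muscle were 0 of 41, 0 of 7 and 0 of 12, with 8, 3 and 0 at an unadjusted p under 0.05, 1, 0 and 0 over each list alone, 6, 1 and 0 by DESeq2 and 0, 0 and 1 by limma. From the ISH patterns, the paper keeps 44 genes as regionally expressed; in the authors' deposited tables, 35 of these had an absolute Z above 2.58 in at least 1 comparison.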

All newly identified regionally expressed genes tested were expressed at least in part in cells expressing the planarian muscle marker *collagen* (Figure 1C).

The term position control gene (PCG) has been used for genes with both regional adult expression, and patterning abnormal RNAi phenotypes or prediction by sequence to be in a pathway regulating planarian patterning (Witchley et al., 2013). The function for many such PCGs awaits elucidation. Many of the genes identified here have as yet no known function and cannot be linked to known signaling pathways by sequence; we will therefore use in this manuscript the broadly inclusive term muscle regionally expressed gene (mRG). 

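Regions next to each other had similar mRG expression, and the head tip stood apart. Over the 44 mRGs, the region with the most similar mean expression was an adjacent one for 8 of 10 regions. Region 6 was closest to region 8 and region 7 to region 9. The distance from region 1 to its nearest region, region 2, was 11.5 units of Euclidean distance over z-scored values, whereas that of every other region to its nearest was at most 5.86. Regions 1 and 10 lay 16.5 units apart, and adjacent regions 6.22 on average. Complete-linkage clustering parted regions 1 to 5 from regions 6 to 10, and the leaf order was 1, 2, 3, 4, 5, 7, 9, 8, 6 and 10.

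The distance in expression rose with the distance in region number (Spearman's rho 0.777, one-sided permutation test of the region numbers, p = 1e-05, the smallest that 100000 permutations can give). For the 9 mRGs that the SCDE comparisons did not call, rho was 0.439 (permutation p = 0.00217). The other 35 were called on these cells, and the study kept the 9 because ISH showed regional expression. Neither set of distances is therefore independent evidence of an order. Within the blocks of library numbers, rho was 0.683 over the 8 regions of the first (permutation p = 0.00026), 0.83 over 6 regions of the second (permutation p = 0.00279) and 0.142 over the 6 regions of the third (permutation p = 0.314), which reach from region 5 to region 10.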

Hierarchical clustering of the average expression per region of the 44 mRGs identified recapitulates the AP order of the regions (Figure 1D). Interestingly, the 44 identified mRGs identified here were comprised mainly of genes encoding Wnt-signaling components, Hox-family transcription factors, and fibroblast growth factor receptor-like (FGFRL) proteins (Figure 1E), suggesting that these gene families have prominent roles in providing positional information for maintaining and regenerating the planarian primary body axis.

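*FGFRL* genes were mostly highest near the head and Hox genes in regions 7 to 10, and Wnt pathway genes were spread over the axis. Of the 44 mRGs, 18 (40.9%) encode Wnt pathway components, 6 (13.6%) FGFRL proteins and 4 (9.09%) Hox proteins, together 28 of 44 (63.6%), and 16 belong to none of these. The mean of log2(CPM + 1) over the cells was highest in regions 1 to 3 for 5 of the 6 *FGFRL* genes and in regions 8 to 10 for 4 of the 4 Hox genes. Of the Wnt pathway genes, 7 were highest in regions 1 to 3, 5 in regions 4 to 7 and 6 in regions 8 to 10. By the CPM of the summed cells, a measure added after seeing the data, the *FGFRL* count was the same, 2 of the 4 Hox genes (*lox5a* and *Post-2c*) were highest in region 7 instead, and the Wnt pathway genes gave 7, 6 and 5. In region 10, 10 of 12 muscle cells (83.3%, 51.6 to 97.9; 7 of 12 at equal depth) expressed at least 3 of the 4 Hox genes, and in regions 1 to 3 this was 0 of 23 cells (exact 95% interval 0 to 14.8%). *Post-2d* was expressed in 9 of 12 cells of region 10 (75.0%, 42.8 to 94.5) and in 4 of 23 cells of regions 1 to 3 (17.4%, 4.95 to 38.8).

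In the fit of slopes on region number, 4 of 6 *FGFRL* genes rose toward the head, and 3 of 4 Hox genes rose toward the tail. Of 18 Wnt pathway genes, 6 rose toward the tail and 1 toward the head, and of 15 other mRGs 6 and 2. These counts are edgeR's, adjusted over the list of mRGs, which the study chose on these cells. The Hox gene that did not pass was *Post-2d*. Whether the families differ was not tested. From the makeup of the list, the paper proposes that these families have prominent roles in positional information along the axis.

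**Figure D1:**
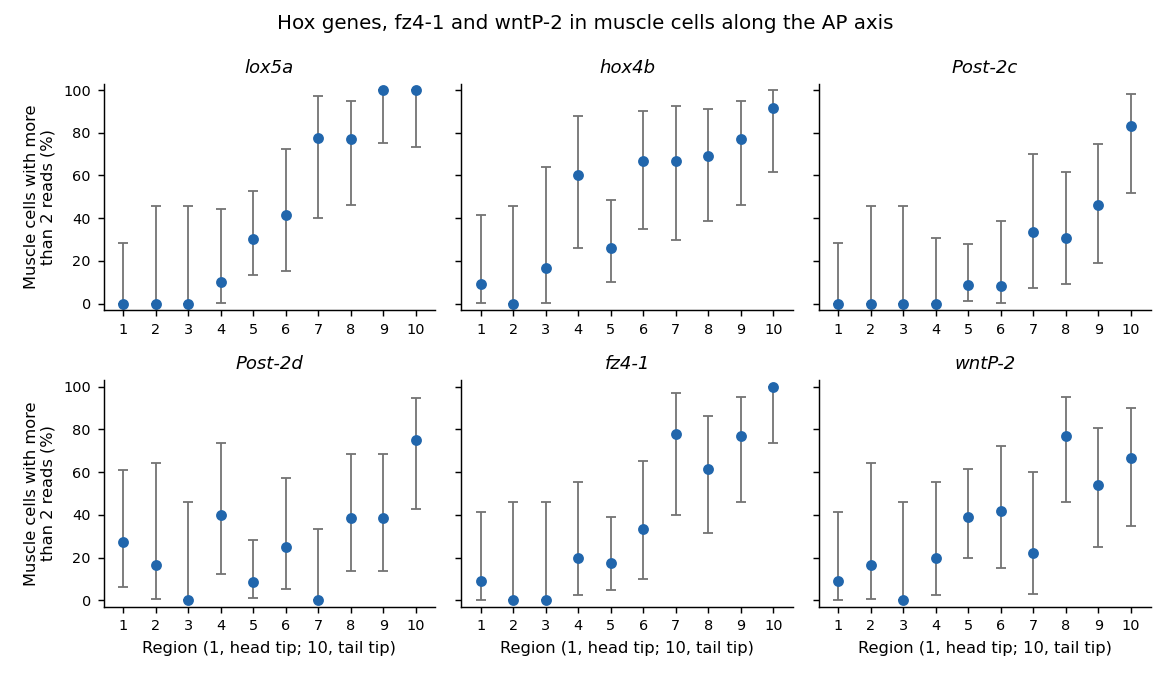
Share of muscle cells with more than 2 reads of *lox5a*, *hox4b*, *Post-2c*, *Post-2d*, *fz4-1* and *wntP-2* in each of the 10 regions, in percent, with exact 95% intervals. *fz4-1* reaches 12 of 12 cells in region 10, and *lox5a* reaches 13 of 13 in region 9 and 12 of 12 in region 10.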

### Regionally expressed genes in muscle, including *FGFRL* and Wnt-pathway genes, constitute an axial expression map in adult muscle

Combinatorial expression analysis using fluorescence ISH (FISH) of previously known mRGs and those newly described here generated a map depicting multiple, overlapping expression domains in planarian muscle along the planarian AP axis (Figure 2A, Figure 2—figure supplement 1A). Few genes, like *sFRP-2* and *ptk7* (Gurley et al., 2010; Reuter et al., 2015), were expressed broadly in the trunk. The posterior involves multiple overlapping expression domains of genes encoding Wnt, Hox, and novel proteins (Petersen and Reddien, 2008; Adell et al., 2009; Iglesias et al., 2008; Reuter et al., 2015; Currie et al., 2016). The anterior region involves overlapping expression domains of several components of the Wnt pathway and genes of the FGFRL family (Petersen and Reddien, 2008; Rink et al., 2009), some of which extended from the anterior head tip to varying posterior extents of the head and some were expressed in the pre-pharyngeal region (Figure 2—figure supplement 2).

**Figure 2.**
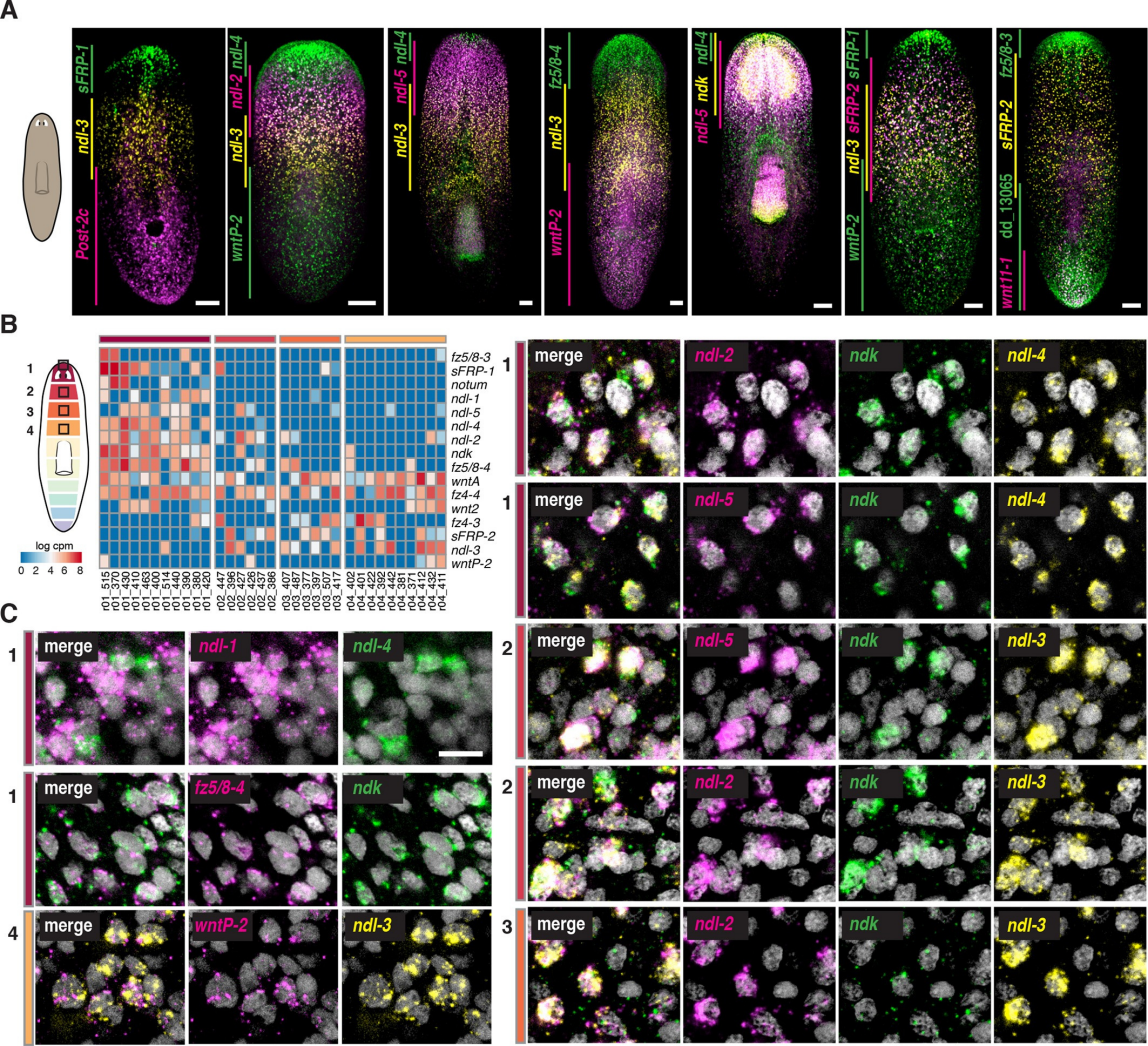
Co-expression of mRGs along the AP axis. (**A**) FISH using mRGs maps discrete domains of mRG expression onto the planarian AP axis. Bars on left indicate the approximate extent of the expression domain for each of the genes analyzed. Images are representative of n≥5 animals. Anterior, up. Scale bar, 100 μm. (**B**) Heatmap shows co-expression of anterior *FGFRL* and Wnt pathway mRGs in the four anterior regions indicated in the cartoon (1–4). Each column shows expression within a single cell with color bars above indicating the dissected region of origin for the cell. cpm, counts per million (**C**) FISH using different *FGFRL/ndl* probes and Wnt pathway mRGs show co-expression in the four regions depicted in the cartoon. Black boxes (1–4) in the cartoon in **B** show the region imaged for the FISH, as denoted by the number and colored rectangle next to the merged image. Scale bar, 10 μm. Images are representative of n≥5 animals. **DOI:** http://dx.doi.org/10.7554/eLife.12845.006

**Figure 2—figure supplement 1.**
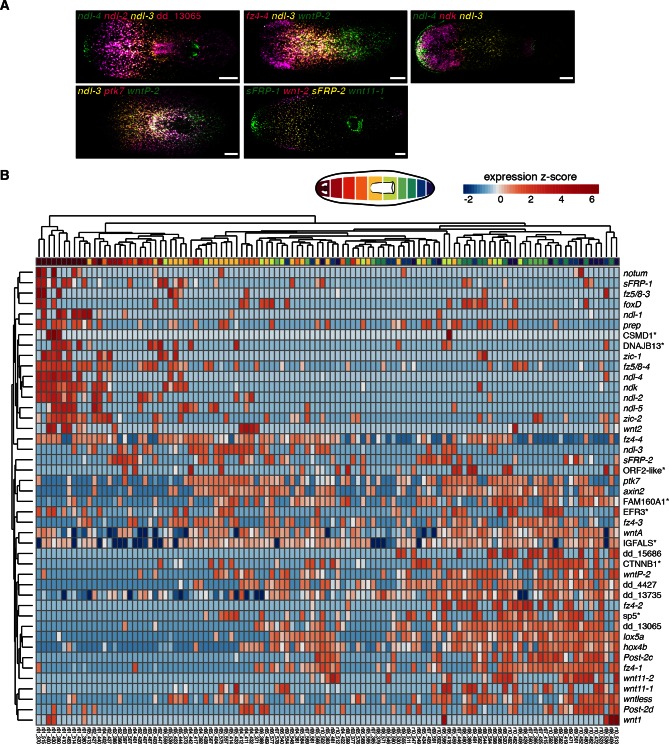
Axial mRG map and co-expression of multiple *FGFRL* genes and mRGs in the same muscle cell. (**A**) FISH using a combination of known and new mRG RNA probes show distributions of gradients along the AP axis. Anterior, left. Scale bar, 100 μm. Each image is representative of n>5 animals. (**B**) Heatmap shows hierarchical clustering of the identified 44 mRGs in each of the 115 muscle cells analyzed. Cartoon on top depicts the 10 regions dissected. Top color bar indicates region of origin for that cell. Expression values for each gene are scaled across each row as z-scores. (*) marks transcripts that are named by best human BLASTx hits. **DOI:** http://dx.doi.org/10.7554/eLife.12845.007

**Figure 2—figure supplement 2.**
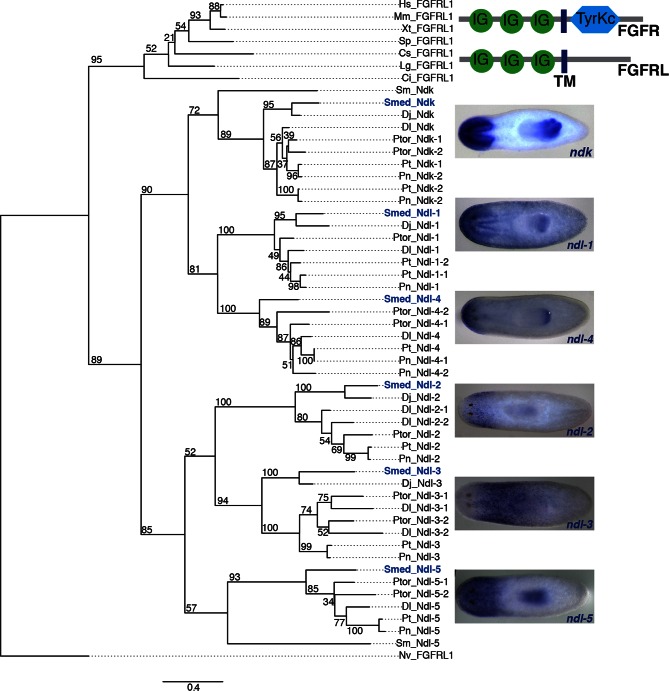
Phylogenetic analysis of SMED-FGFRL proteins. Top right: Domain diagram of FGFR and FGFRL proteins. IG, immunoglobulin domain; TM, transmembrane domain; TyrKc, Tyrosine kinase. Tree showing 54 FGFRL proteins from diverse organisms, which were aligned using MUSCLE with default settings and trimmed with Gblocks. Maximum likelihood analyses were run using PhyML with 100 bootstrap replicates, the WAG model of amino acid substitution, 4 substitution rate categories and the proportion of invariable sites estimated from the dataset. All ML bootstrap values are shown above or below respective branch. Hs, *Homo sapiens*; Mm, *Mus musculus*; Xt, *Xenopus tropicalis*; Sp, *Strongylocentrotus purpuratus*; Cs, *Capitella sp. I*; Lg, *Lottia gigantean*; Ci, *Ciona intestinalis*; Sm, *Schistosoma mansoni*; Smed, *Schmidtea mediterranea*; Dj, *Dugesia japonica*; Dl, *Dendrocoelum lacteum*; Ptor, *Planaria torva*; Pt, *Polycelis tenuis*; Pn, *Polycelis nigra*; Nv, *Nematostella vectensis*. Right, ISH of the 6 *Schmidtea mediterranea* FGFRL genes shown in tree. Images are representative of n>10 animals. Anterior, left. **DOI:** http://dx.doi.org/10.7554/eLife.12845.008

**Figure 2—figure supplement 3.**
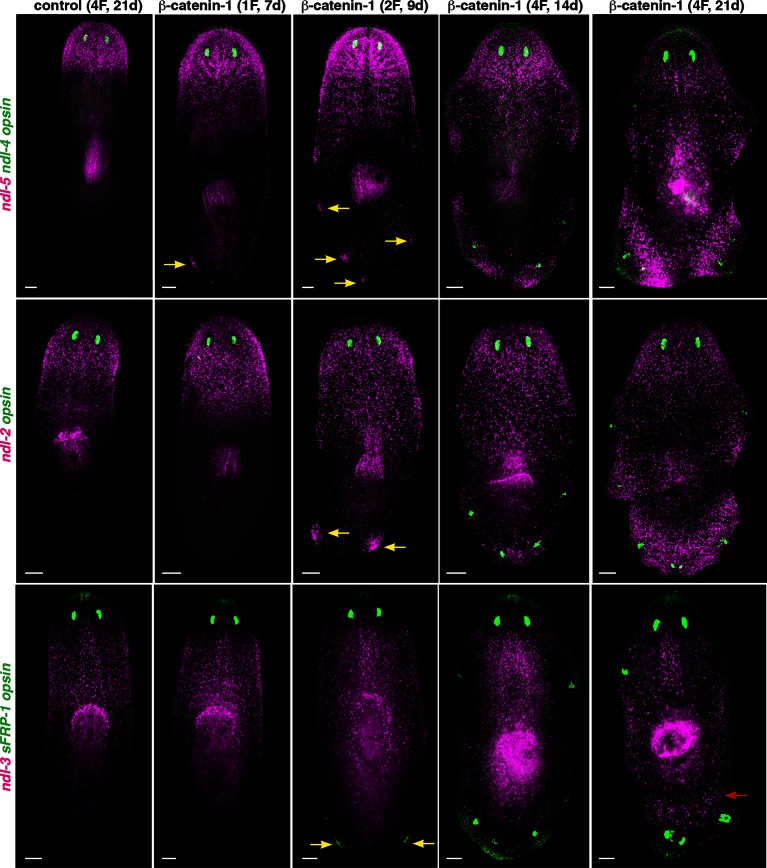
Pattern of FGFRL/ndl family expression in *β-catenin-1* RNAi animals. FISH shows expression of *ndl-5, ndl-2, ndl-3,* and *sFRP-1* in control and * β-catenin-1* RNAi animals after one, two, or four RNAi feedings (1F, 2F, 4F). Animals were fixed at different timepoints after initiation of RNAi, shown in brackets at the top. Yellow arrows show ectopic expression of anterior mRGs in posterior regions of the animal before ectopic eyes are visible. Red arrow indicates ectopic expression of the prepharyngeal mRG *ndl-3. opsin* (green) marks eyes. Anterior, up. Scale bar, 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.12845.009

**Figure 2—figure supplement 4.**
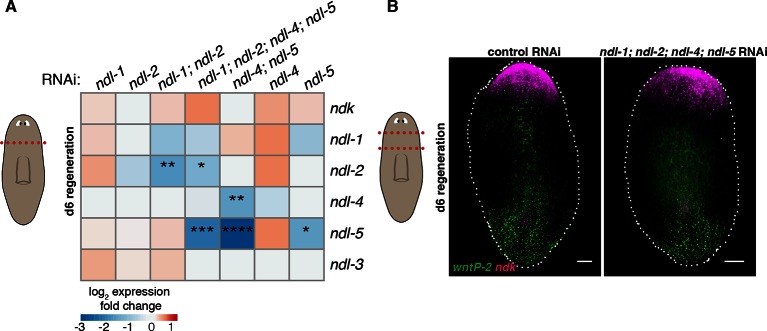
Inhibition of *FGFRL* genes does not significantly change expression of other members of the *FGFRL* family. (**A**) Heatmap shows efficiency of RNAi inhibition in each condition, and no significant effects in the expression level of other genes. Color scale represents mean log_2_ fold change in expression of each gene (rows) in the RNAi conditions (columns) compared to control RNAi in 6 dpa head fragments (cartoon on left, screen RNAi feeding protocol was used, see Methods). At least three head fragments were analyzed by qRT-PCR in each condition. One-way ANOVA, * p<0.05, ** p<0.01, *** p<0.001, **** p<0.0001. (**B**) FISH shows normal expression of *ndk* and *wntP-2* in *ndl-1; ndl-2; ndl-4; ndl-5* RNAi animals in prepharyngeal fragments 6 dpa (cartoon on left, same RNAi feeding protocol as A). Anterior, up. Scale bar, 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.12845.010

FGFRL-family proteins, which lack the intracellular kinase domain present in FGFRs, have been little studied but are broadly conserved (Figure 2—figure supplement 2, [Cebrià et al., 2002; Bertrand et al., 2009]). The molecular mechanism of action of FGFRL proteins is not well understood. Planarians have six FGFRL-encoding genes, named *nou darake (ndk*), the defining member of the *FGFRL* family (Cebrià et al., 2002), and *nou darake-like (ndl)-1* through *ndl-5* (Figure 2—figure supplement 2). All of these *FGFRL* genes were identified in the SCDE analyses as AP mRGs (Figure 1D). 

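Of the *FGFRL* genes, 5 were highest in the head tip and *ndl-3* in the pre-pharyngeal region. *ndk* was expressed in 11 of 11 muscle cells of region 1 (100%, 71.5 to 100; 9 of 11 at equal depth) at 944 CPM (913 to 977) and in 8 of 104 cells of regions 2 to 10 (7.69%, 3.38 to 14.6) at 46.9 CPM (44.9 to 48.9). *ndl-4* was expressed in 9 of 11 cells of region 1 at 703 CPM (676 to 731) and in 3 of 104 cells elsewhere. *ndl-1* and *ndl-5* were each expressed in 6 of 11 cells of region 1 (54.5%, 23.4 to 83.3). The domain of *ndl-2* reached farther back, with 8 of 11 cells in region 1, 4 of 6 in region 2, 2 of 6 in region 3, 1 of 10 in region 4 and 1 of 23 in region 5. It had no read in regions 6 to 10, where the 13 cells of region 8 allow a share of up to 23.1%. *ndl-3* was expressed in 1 of 11 cells of region 1, in 4 of 6 of region 3, in 6 of 10 of region 4 (60.0%, 26.2 to 87.8) at 763 CPM (721 to 807), in 13 of 23 of region 5 and in 0 of 13 of region 8, which allows a share of up to 23.1%.

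Between regions 1 to 3 and 8 to 10, *ndl-2* and *ndl-5* passed edgeR's test adjusted over the list alone, the second with 489 anterior and 0 posterior reads. *ndl-5* did not pass without region 10 (p = 0.0705, where the alternatives ranged from 1.08e-05 to 0.246). *ndl-4* (log2 fold change 7.84, standard error 3.00, p = 0.0538 adjusted over the list alone, edgeR), *ndl-1* (7.89, standard error 3.18, p = 0.0613), *ndl-3* (3.81, standard error 1.92, p = 0.114) and *ndk* (3.04, standard error 2.49, p = 0.304) did not. Along all regions the slopes of *ndl-1*, *ndl-2*, *ndl-4* and *ndl-5* passed, the last at -1.16 per region (standard error 0.33). In the authors' deposited tables, *ndl-3* passed an absolute Z of 2.58 between pre-pharyngeal and tail cells (Z = 2.93), and the other 5 genes did between head and post-pharyngeal cells, where *ndl-4* had the highest Z (6.21).

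**Figure D2:**
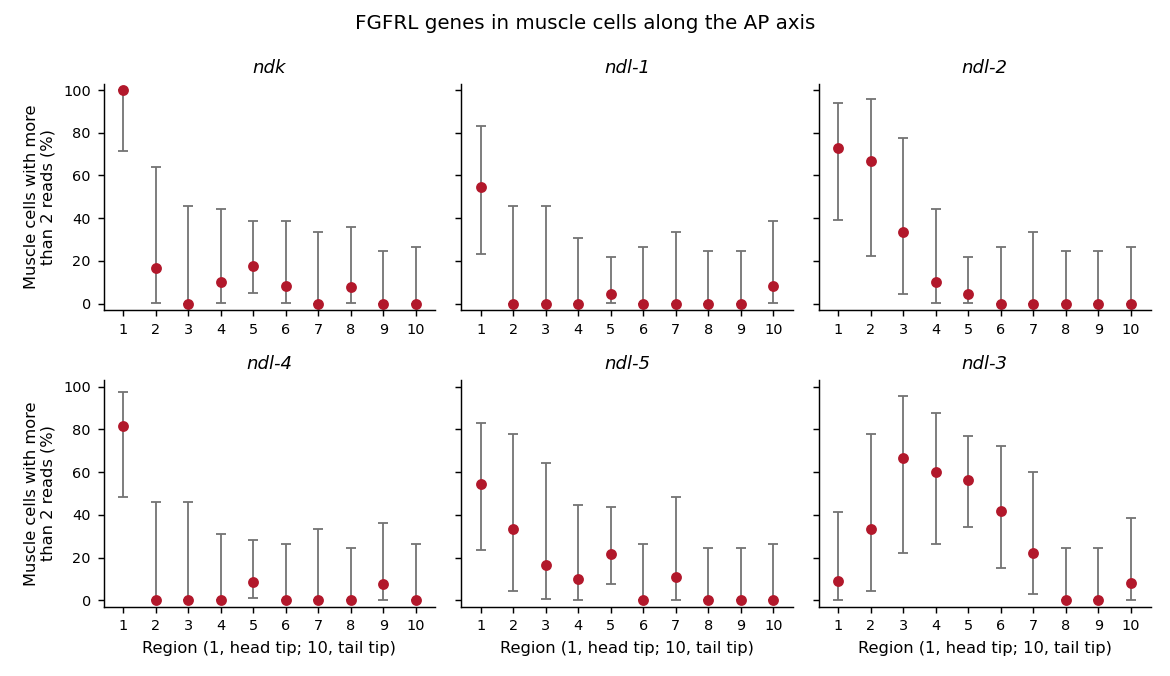
Share of muscle cells with more than 2 reads of each of the 6 *FGFRL* genes in each of the 10 regions, in percent, with exact 95% intervals. In region 1 the shares are 11 of 11 cells for *ndk*, 9 of 11 for *ndl-4*, 8 of 11 for *ndl-2* and 6 of 11 for *ndl-1* and *ndl-5*, and *ndl-3* has 6 of 10 cells in region 4 and 13 of 23 in region 5.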

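Head tip muscle cells expressed several *FGFRL* genes at once. Of the 11 muscle cells of region 1, all had at least 2 of *ndk*, *ndl-1*, *ndl-2*, *ndl-4* and *ndl-5*, 10 (90.9%, 58.7 to 99.8) had at least 3, 7 had at least 4 and 1 had all 5. Both *ndk* and the frizzled receptor gene *fz5/8-4* were found in 10 of the 11 cells. At equal depth, 9 cells had at least 3 of the 5 genes and 8 had *ndk* with *fz5/8-4*. Behind region 1, at least 3 of the 5 genes were found in 2 of 104 muscle cells (1.92%, 0.234 to 6.77), or 1 of 99 at equal depth. At least 1 of them was found in 10 of 22 cells of regions 2 to 4, in 9 of 23 of region 5 and in 5 of 59 of regions 6 to 10. At equal depth these numbers were 5 of 22, 7 of 23 and 2 of 54.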

At least three of the five *FGFRL* genes with expression at the anterior-most region of the animal (*ndk, ndl-1, ndl-2, ndl-4, ndl-5*) were co-expressed in all 11 muscle cells isolated and sequenced from the anterior head tip (region 1); 10/11 of these cells also co-expressed *ndk* and *frizzled5/8–4 (fz5/8–4*) (Figure 2B). 

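In region 4, the pre-pharyngeal region in front of the pharynx, *wntP-2* was found in cells that also expressed *ndl-3*. *ndl-3* was expressed in 6 of the 10 muscle cells, and 2 of these 6 (33.3%, 4.33 to 77.7) also expressed *wntP-2*. Of the 4 cells without *ndl-3*, 0 expressed *wntP-2* (0 to 60.2%). Cells of region 4 had 92301 to 279855 reads, with a median of 135824, and the counts were the same after thinning. In muscle of all regions, 12 of 34 cells with *ndl-3* also expressed *wntP-2* (35.3%, 19.7 to 53.5). So few cells do not show whether the genes share cells more often than chance, and this was not tested.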

In the single muscle cells sequenced from the pre-pharyngeal region (region 4), 3/6 cells expressing *ndl-3* also expressed *wntP-2.* FISH also demonstrated co-expression of *FGFRL* and Wnt-pathway genes together in the same cells in regions where their expression domains overlapped (Figure 2C). Similarly, extensive co-expression of multiple mRGs in single muscle cells was observed in different regions along the entire AP axis (Figure 2—figure supplement 1B).

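Most muscle cells expressed many mRGs, at both ends of the axis and between them. At least 5 of the 44 were expressed in 111 of 115 muscle cells (96.5%, 91.3 to 99.0), and in 101 of 110 at equal depth (91.8%, 85.0 to 96.2). The median number per muscle cell was 13 (range 1 to 27), or 10 at equal depth, against 7 in non-muscle cells, or 5 at equal depth. By region it was highest in region 10 (median 19, 16 at equal depth) and lowest in regions 2 and 3 (median 8, 5 and 5.5 at equal depth). Of the 946 possible pairs of mRGs, 883 were found together in at least 1 muscle cell and 369 in at least 10. At equal depth these numbers were 798 and 260.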

Wnt signaling is also required for maintenance of the AP axis, with β*-catenin-1* RNAi animals developing ectopic heads around the entire body during tissue turnover (Petersen and Reddien, 2008; Gurley et al., 2008; Iglesias et al., 2008). At early timepoints following RNAi (7–9 days after first RNAi feeding), β*-catenin-1* RNAi animals showed subtle posterior expansions of *ndl-5* and *ndl-2* expression domains (Figure 2—figure supplement 3). Later, ectopic expression of *ndl-5* in posterior and lateral locations occurred and preceded ectopic expression of *ndl-2* (9 days after first RNAi feeding) even before the appearance of ectopic eyes. Fully formed ectopic heads (21 days after first RNAi feeding) showed clear ectopic expression of the pre-pharyngeal mRG *ndl-3* (Figure 2—figure supplement 3). Gross anatomical changes in the AP axis are therefore accompanied by corresponding changes in *FGFRL* expression domains.

The axial expression map of genes in planarian adult muscle is reminiscent of regionalized gene expression patterns found during embryonic development in other species (Pankratz and Jäckle, 1993; De Robertis et al., 2000; Jaeger et al., 2012) and provides a tool to dissect adult positional identity maintenance and regeneration.

### Functional analysis of AP mRGs from major gene families

The regional expression of mRGs raises the possibility that many of these genes will have a role in controlling regional tissue identity. Therefore, we sought to determine with functional assays the roles of particular mRGs in the maintenance and/or regeneration of regional tissue identity. The prominence of a few gene families in the dataset of mRGs suggests that *FGFRL/Wnt/Hox* genes are major patterning determinants of the planarian AP axis. We, therefore, performed extensive single and multi-gene RNAi to identify the roles of these genes in adult positional identity (Supplementary file 1G). Inhibition of single or combinations of *Hox* genes and a subset of *FGFRL* genes (*ndl-1, ndl-2, ndl-4,* and *ndl-5*) did not result in animals with a robust abnormal phenotype (Supplementary file 1G). Additionally, expression of other members of the *FGFRL* family was not affected under these RNAi conditions at the time-point analyzed (Figure 2—figure supplement 4). However, we found striking AP patterning phenotypes when inhibiting a subset of Wnt pathway components and *FGFRL* genes as described below.

### *ndl-3* and *wntP-2* restrict the number of mouths and pharynges in the planarian trunk

The *ndl-3* gene is expressed from below the eyes to the esophagus at the anterior end of the pharynx (Figure 1B, [Rink et al., 2009]), which is located centrally in the animal trunk (Figure 3A). *ndl-3* RNAi resulted in a striking phenotype: the formation of two or more mouths and two pharynges (Figure 3A–C, Figure 3—figure supplement 1A–D). The ectopic mouths and pharynges of *ndl-3* RNAi animals appeared within the trunk, posterior to the original mouth/pharynx location. This phenotype emerged both during tissue turnover in uninjured animals (Figure 3—figure supplement 1C) and following regeneration (Figure 3A, Figure 3—figure supplement 1A). In the case of regeneration, animals initially regenerated a single mouth/pharynx, but as regenerating animals grew following feeding, ectopic mouths and pharynges emerged. Inhibition of the posterior mRG *wntP-2/wnt11-5* also caused ectopic mouth and pharynx formation (Figure 3A–C, Figure 3—figure supplement 1A–D), in agreement with a recent report (Sureda-Gómez et al., 2015). Double RNAi of *ndl-3* and *wntP-2* was synergistic (Figure 3A, Fisher’s exact test p<0.0001 for *ndl-3,* p=0.0153 for *wntP-2*, Figure 3—figure supplement 1C). Inhibition of *ndl-3* and *wntP-2* also resulted in pharyngeal cavity expansion (Figure 3B,C, Figure 3—figure supplement 1B), and in increased numbers of para-pharyngeal cells (Figure 3B), which express the matrix metalloproteinase *mmp1* (Newmark et al., 2003). In summary, when either *ndl-3* or *wntP-2* was inhibited, ectopic trunk structures were added sequentially as the animal grew and replaced tissues.

**Figure 3.**
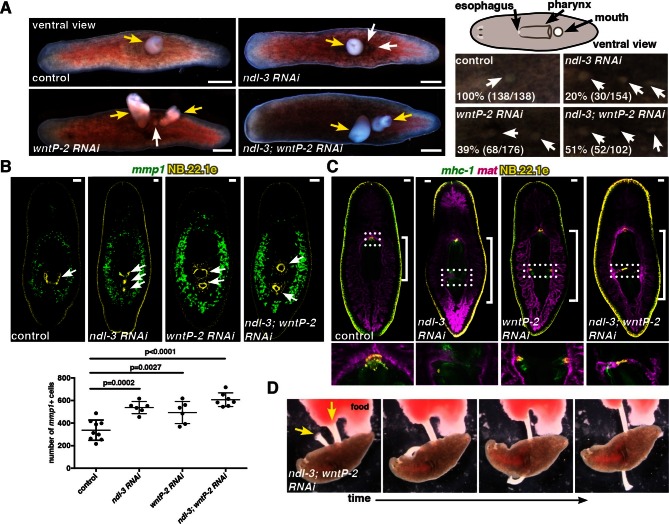
*ndl-3* and *wntP-2* restrict trunk positional identity. (**A**) Live, ventral images of ectopic pharynges and mouths in 20–30 day post-amputation (dpa) RNAi animals. Right top, cartoon depicts esophagus, pharynx, and mouth. Left, pharynges (yellow arrows) and ectopic mouths without a protruding pharynx (white arrows). Scale bar, 500 μm. Right bottom, mouths (white arrows) in 7 dpa RNAi animals. Anterior, left. Total number of animals were pooled from at least 2 independent RNAi experiments. (**B**) Increased numbers of para-pharyngeal *mmp1*^+^ cells in RNAi animals. NB.22.1e labels mouths. Graph below shows mean ± SD (n>8 animals/condition, 2 pooled experiments, One-way ANOVA). (**C**) Esophagus-gut connection in 20 dpa trunk fragments, region in dotted rectangle is shown at higher magnification below. FISH: *mat* (gut), *mhc-1* (pharynx), and NB.22.1e (esophagus). Bracket, pharyngeal cavity length. (**D**) Time-lapse images of an *ndl-3; wntP-2* RNAi animal eating liver through both pharynges (yellow arrows), see Video 1. **DOI:** http://dx.doi.org/10.7554/eLife.12845.011

**Figure 3—figure supplement 1.**
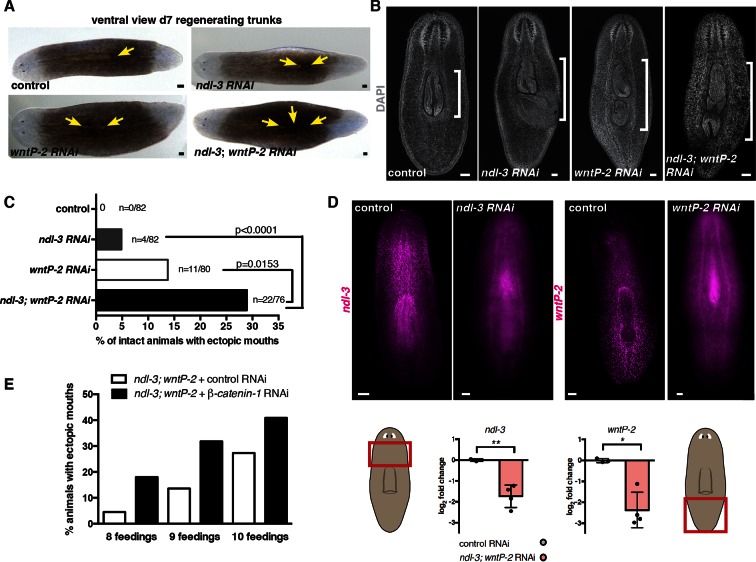
*ndl-3* and *wntP-2* restrict the number of mouths and pharynges in the trunk region. (**A**) Ectopic posterior mouths are observed in regenerating trunk pieces of *ndl-3, wntP-2*, and *ndl-3; wntP-2* RNAi animals 7 dpa. Number of animals showing ectopic mouths are described in Figure 3A. Yellow arrows point to mouths. Anterior, left; ventral, up. Scale bar, 100 μm. (**B**) DAPI stainings of RNAi animals show pharynges in the different RNAi conditions. Bracket indicates pharyngeal cavity length. Anterior, up; Scale bar, 100 μm. Images are representative of n>10 animals per condition. (**C**) Graph shows the percentage of intact RNAi animals with a total of two or more mouths after 8 RNAi feedings. p-values, Fisher’s exact test. 3 independent RNAi experiments are pooled in this analysis. Number of animals with ectopic mouths out of total animals (n) are indicated. (**D**) FISH using RNA probes for *ndl-3* and *wntP-2* show a decrease in the expression of those genes following their RNAi demonstrating the efficiency of the inhibition (total of 8 RNAi feedings). Graphs below (mean ± SD) show quantification of the mRNA levels by qRT-PCR. Student's t-test, * p<0.05, ** p<0.01. Cartoons show the region from where the mRNA was extracted. (**E**) Graph shows the percentage of intact RNAi animals with a total of two or more mouths after different number of RNAi feedings. The first five RNAi feedings were performed with only *ndl-3; wntP-2* dsRNA. β*-catenin-1* or control dsRNA was added in addition to *ndl-3; wntP-2* starting on feeding six. **DOI:** http://dx.doi.org/10.7554/eLife.12845.012

The planarian pharynx is a long muscular organ that can extend through the mouth to ingest food (Reddien and Sánchez Alvarado, 2004) and connects to the intestine through the esophagus at the medial anterior end of the pharyngeal cavity. In *ndl-3* and *wntP-2* RNAi animals, ectopic esophagi (NB.22.1e^+^) formed in variable locations, including from the side of the pharyngeal cavity wall and from a gut branch crossing the pharyngeal cavity (Figure 3C). Despite variable positioning, ectopic pharynges always integrated through an esophagus into the intestine, demonstrating remarkable plasticity in the mechanisms underlying tissue organization. Ectopic pharynges in *ndl-3; wntP-2* RNAi or *wntP-2* RNAi animals were also functional – animals simultaneously projected both pharynges and each pharynx displayed independent food searching behavior, such as on opposite sides of the animal or in different directions (Figure 3D, Video 1).

**Video 1.** Control, *wntP-2,* and *ndl-3; wntP-2* RNAi animals eating from one or two pharynges. **DOI:** http://dx.doi.org/10.7554/eLife.12845.013

### Inhibition of *ndl-3* and *wntP-2* affects the expression domains of trunk mRGs

Next, we examined whether trunk expansion in *ndl-3* and *wntP-2* RNAi animals with ectopic pharynges and mouths affected the mRG axial expression map described above. Anterior-most mRG expression domains (*sFRP-1* and *ndl-5*) were present and showed no overt changes following *ndl-3* and *wntP-2* RNAi (Figure 4A–C, Figure 4—figure supplement 1A). By contrast, the *ndl-3* expression domain was expanded to the ectopic posterior esophagus in *wntP-2* RNAi animals (Figure 4A,D). In both *wntP-2* and *ndl-3; wntP-2* RNAi animals, the expression domain of *sFRP-2* (Figure 4—figure supplement 1D) was also extended towards the animal posterior. By contrast, expression of the pre-pharyngeal mRGs *wnt2* and *ndl-2* was changed only slightly or not at all (Figure 4—figure supplement 1B,C). Conversely, the broad posterior expression domain of *wntP-2* was significantly reduced in *ndl-3* RNAi animals (Figure 4B,E). Expression of other posterior mRGs such as *fz4-1* and dd_13065 was still present in *ndl-3, wntP-2*, and *ndl3; wntP-2* RNAi animals (Figure 4—figure supplement 1E,F). Thus, both *ndl-3* and *wntP-2* are required for maintaining normal trunk tissue pattern including associated mRG expression domains, but not head or tail patterns of mRG expression. Altogether, these data suggest that the trunk patterning defects of *ndl-3* and *wntP-2* RNAi animals only affect local mRG expression within the axial map.

**Figure 4.**
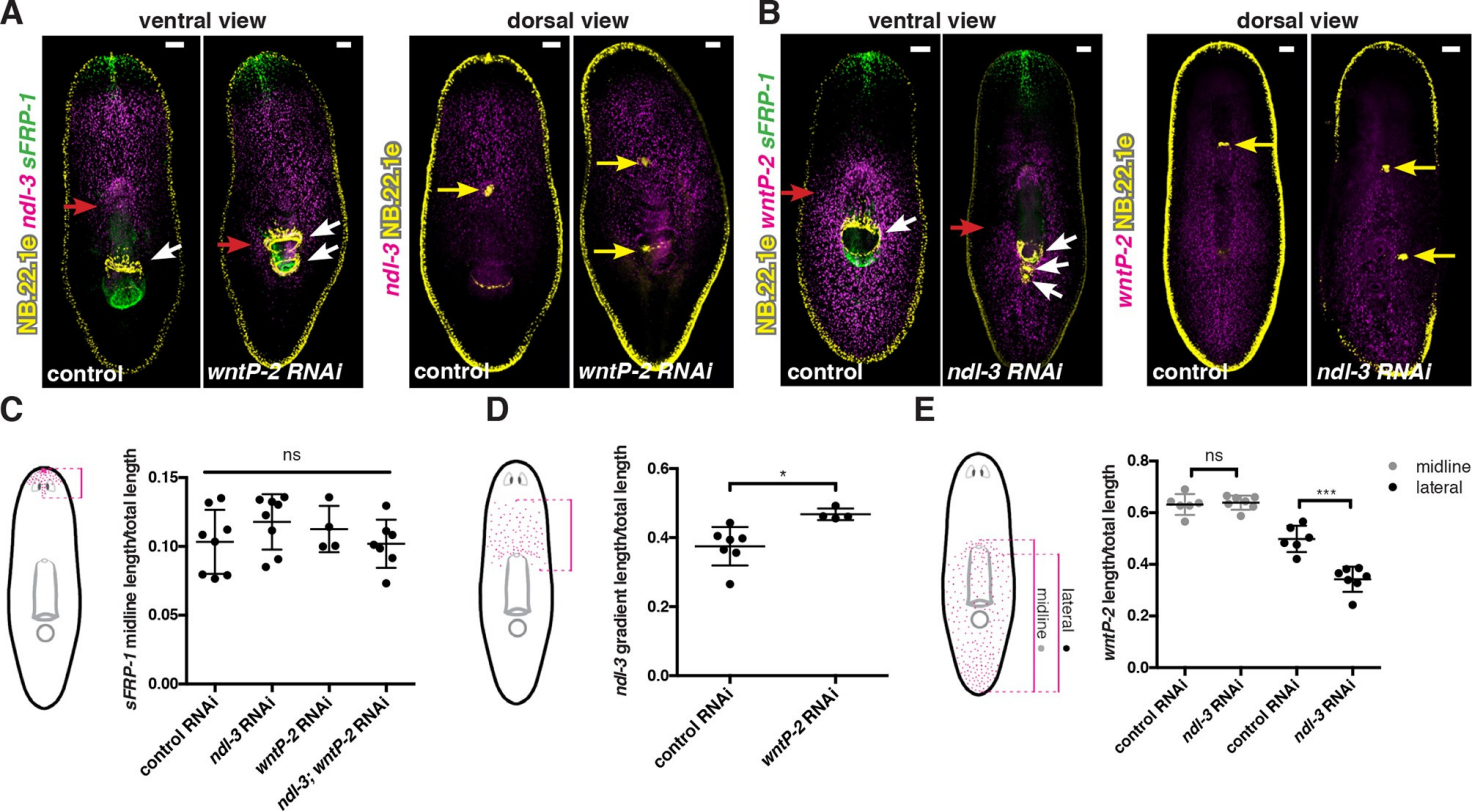
Trunk mRG gradients are shifted in *ndl-3* and *wntP-2* RNAi animals with ectopic pharynges/mouths. mRG expression analyses by FISH: (**A**) expanded expression of trunk mRG *ndl-3*, (**B**) reduction of the lateral expression of the posterior mRG *wntP-2*. Left panel, ventral view. Right panel, dorsal view. Red arrows point to the mRG expression domain boundary shifted. White arrows point to mouths. Yellow arrows indicate esophagus. Anterior, up. Scale bar, 100 μm. All FISH images are representative of n>8 animals per condition, and at least 2 independent RNAi experiments have been performed. (**C–E**) Graphs show quantification of the shifts in expression domains for the mRGs shown in the FISH experiments (mean ± SD, at least 3 independent experiments were pooled. One-way ANOVA for *sFRP-1*, unpaired Student's t-tests for *ndl-3* and *wntP-2*). Cartoons on the left depict the expression domain in the wild-type animal and the distance that was measured in each case. Length of expression domain measured was normalized by total length of the animal. All measurements were scored blind. **DOI:** http://dx.doi.org/10.7554/eLife.12845.014

**Figure 4—figure supplement 1.**
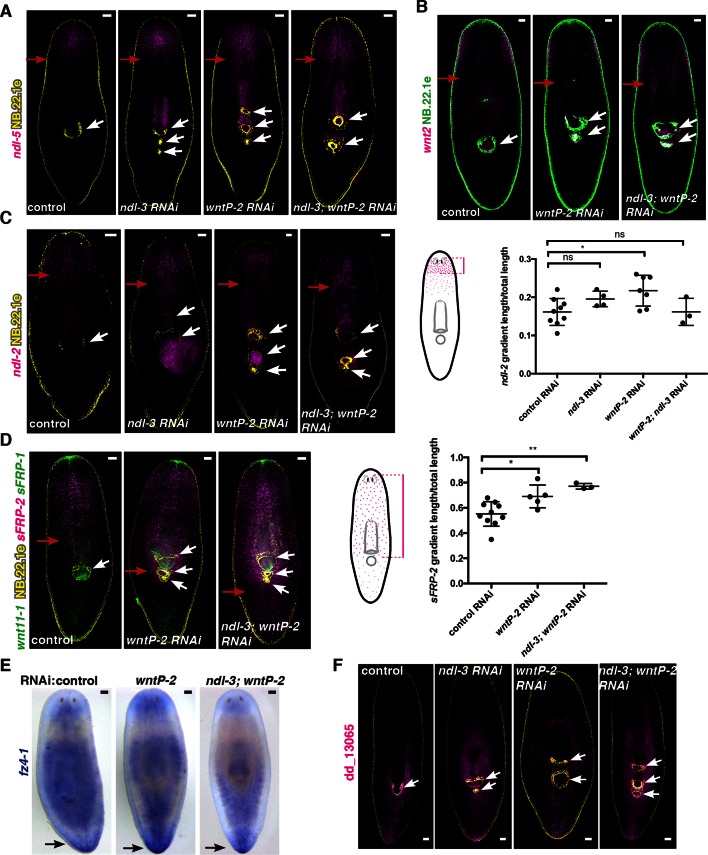
*ndl-3* and *wntP-2* restrict trunk but not head or tail mRG expression domains in animals with ectopic pharynges/mouths. (**A-D, F**) FISH using RNA probes for different mRGs and the esophagus and mouth marker NB.22.1e (yellow or green). White arrows indicate mouths. (**A–D**) Red arrows point to the posterior edge of the mRG expression gradient. (**A**) *ndl-5* (magenta) and (**B**) *wnt2* (magenta) expression domains do not obviously expand. (**C**) *ndl-2* (magenta) and (**D**) *sFRP-2* (magenta) expression domain slightly expands in some RNAi conditions. Graph on right (mean ± SD) shows quantification of gradient shifts. One-way ANOVA * p<0.05, ** p<0.01. Cartoons on the left depict the gradient in the wild-type animal and the distance that was measured in each case. All measurements were scored blindly. (**E**) Colorimetric whole-mount ISH using the RNA probe for the posterior mRG *fz4-1*. Black arrows point to *fz4-1* expression. (**F**) Expression of the posterior mRG dd_13065 (magenta) is still present. FISH images are representative of n>8 animals, ventral view. All FISH and ISH experiments have been repeated at least twice from independent RNAi experiments. All animals were fixed 20 dpa. The screen RNAi feeding protocol was used (see Materials and methods). Anterior, up; scale bar, 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.12845.015

### *ndk, fz5/8–4*, and *wntA* control head patterning in planarians

In addition to trunk patterning phenotypes, we found that *fz5/8–4* RNAi caused ectopic eye formation and expansion of the brain posteriorly in both uninjured and regenerating animals (Figure 5A,B, Figure 5—figure supplement 1A,C). *fz5/8–4* showed graded anterior expression, strongest at the head tip, and brain expression (Figure 1B). The *fz5/8–4* RNAi phenotype was similar to that previously described for *ndk* and *wntA* RNAi (Figure 5—figure supplement 1B, [Cebrià et al., 2002; Kobayashi et al., 2007; Adell et al., 2009; Hill and Petersen, 2015]). *ndk* is expressed in head muscle and the brain (Figure 1B, [Cebrià et al., 2002; Witchley et al., 2013]) and restricts brain tissues to the animal head (Cebrià et al., 2002). *wntA* is expressed broadly, with strong expression at the posterior base of the brain (Figure 1—figure supplement 2B, [Kobayashi et al., 2007; Adell et al., 2009; Hill and Petersen, 2015]). *wntA; ndk* double RNAi animals showed a stronger phenotype in homeostasis (Figure 5A,B) and regeneration (Kobayashi et al., 2007), than did single gene RNAi animals. Double RNAi of *fz5/8–4* and either *ndk* or *wntA* also showed a synergistic effect during tissue turnover (Figure 5A,B, Figure 5—figure supplement 1B, Fisher’s exact test p<0.0001 for both *ndk* and *wntA*). Additionally, RNAi of four out of five other *ndl (FGFRL*)-family members further enhanced the *fz5/8–4; ndk* double RNAi phenotype (Figure 5—figure supplement 1D, Supplementary file 1G), suggesting that multiple *FGFRL* genes synergize to control head pattern with *ndk*.

**Figure 5.**
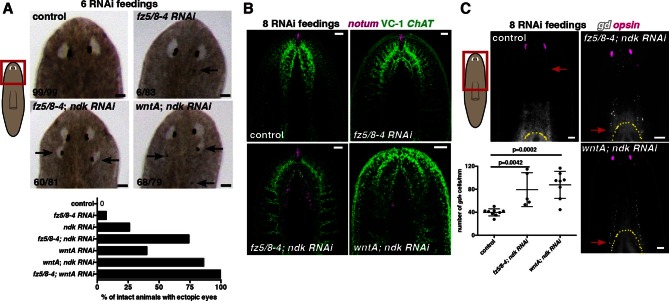
*fz5/8–4, wntA*, and *ndk* restrict head positional identity. (**A**) Posterior ectopic eyes seen in uninjured RNAi animals. Black arrows, ectopic eyes. Total number of animals have been pooled from 3 independent RNAi experiments. Cartoon on left shows area imaged. Graph below shows the percentage of intact animals with ectopic posterior eyes in each RNAi condition. (**B,C**) Posterior expansion of neuronal markers (**B**) *ChAT* and *notum* and eyes (anti-ARRESTIN/VC-1 antibody, images representative of n>5) and (**C**) *glutamic acid decarboxylase (gd*, red arrows mark posterior-most cell) and photoreceptor marker *opsin*. Cartoon on left shows area imaged. Below, graph shows increased *gd*^+^ cell numbers, mean ± SD (n>5 animals/condition, 2 independent RNAi experiments, One-way ANOVA) normalized by the length from head tip to the esophagus. **DOI:** http://dx.doi.org/10.7554/eLife.12845.016

**Figure 5—figure supplement 1.**
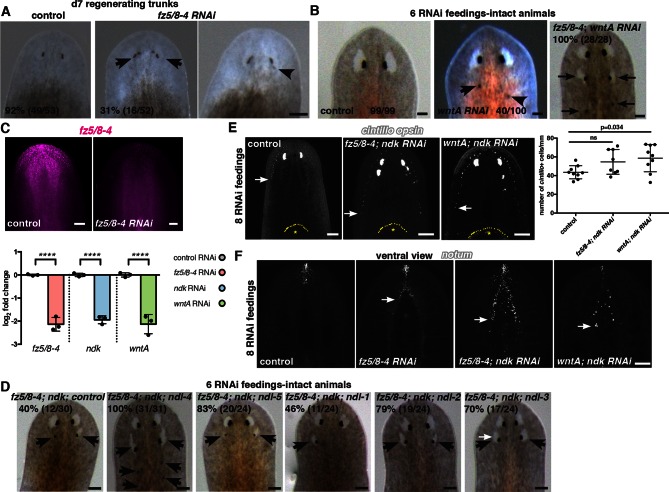
*fz5/8–4, wntA*, and *ndk* restrict the brain tissue to the head region. (**A**) Ectopic eyes are shown in 7 dpa trunk fragments of *fz5/8–4* RNAi animals. Black arrows point to ectopic eyes. Total numbers of RNAi animals are indicated. (**B**) Ectopic eyes (black arrows) are shown in an intact *wntA* RNAi and in a *fz5/8–4; wntA* double RNAi intact animal after 6 RNAi feedings. RNAi experiments were performed three times. Total numbers of RNAi animals are indicated. (**C**) FISH using the RNA probe *fz5/8–4* shows decreased expression of this gene following its RNAi demonstrating the efficiency of the inhibition (6 RNAi feedings). Graph below (mean ± SD) shows quantification of the mRNA levels by qRT-PCR in different RNAi conditions. mRNA was extracted from 6 dpa head fragments. One-way ANOVA, **** p<0.0001. (**D**) Synergistic RNAi effect of several members of the *FGFRL* family on the *fz5/8–4; ndk* RNAi phenotype. RNAi experiments have been performed twice. Total number of RNAi animals is indicated. Black arrows point to ectopic eyes. (**E,F**) FISH using the neuronal markers: (**E**) *cintillo*, and (**F**) *notum,* and the photoreceptor marker *opsin* (**E**). Graph shows the percentage of *cintillo*^+^ cells (mean ± SD) in intact RNAi animals normalized by the length of the animal (from the tip of the head to the esophagus), (n>8 animals per RNAi condition, two independent RNAi experiments, One-way ANOVA). Yellow dotted line shows the esophagus location, * shows pharynx. White arrows show the posterior-most cell expressing the neuronal marker analyzed. Anterior, up; dorsal view unless indicated. Scale bar, 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.12845.017

The *ndk* RNAi phenotype is poorly understood. For instance, are mRG expression domains expanded along with the brain in *ndk* RNAi animals, and what diversity of cell types expands posteriorly? Following eight RNAi feedings, *fz5/8–4; ndk, wntA; ndk,* and *fz5/8–4; wntA* double RNAi intact animals showed posterior expansion of multiple neuron classes from different head regions suggesting that the entire head-restricted nervous system expanded posteriorly (Figure 5B,C, Figure 5—figure supplement 1E,F). After eight RNAi feedings, a time point at which brain expansion was visible, non-neural *mag-1*^+^ adhesive gland cells (Zayas et al., 2010) showed normal distribution (Figure 6—figure supplement 1A). By 12 RNAi feedings, however, *mag-1^+^* cells were disorganized (Figure 6A, Figure 6—figure supplement 1D), indicating that non-neural head cell types were eventually affected, but not visibly posteriorized, by these RNAi conditions.

**Figure 6.**
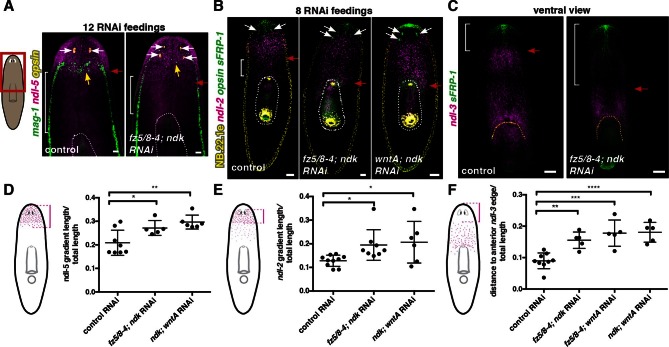
Anterior and prepharyngeal mRG gradients are shifted in *fz5/8–4, ndk*, and *wntA* RNAi animals with expanded brain tissue and ectopic eyes. (**A,B**) Expansion of mRG expression domains towards the animal posterior. White bracket marks distance between mRG posterior boundary and esophagus; red arrows mark expression domain shifts. White dotted lines outline pharynx. (**A**) *ndl-5*, and (**B**) *ndl-2.* (**A**) Disorganization of *mag-1* expression (yellow arrows). White arrows and *opsin* expression mark eyes. (**C**) Retraction of the pre-pharyngeal mRG *ndl-3.* Red arrows points to the shift towards the posterior of the anterior gradient boundary. White bracket indicates distance from the tip of the head to the anterior edge of the *ndl-3* gradient. In all panels, anterior is up. Scale bar, 100 μm. All FISH images are representative of n>10 animals and at least 2 independent RNAi experiments were performed. (**D–F**) Graphs show quantification of the expression domain shifts for the mRGs shown in the FISH experiments (mean ± SD, at least 3 independent experiments were pooled, One-way ANOVA). Cartoons on the left depict the expression domain in the wild-type animal and the distance (normalized to total length) that was measured in each case. All measurements were scored blind. **DOI:** http://dx.doi.org/10.7554/eLife.12845.018

**Figure 6—figure supplement 1.**
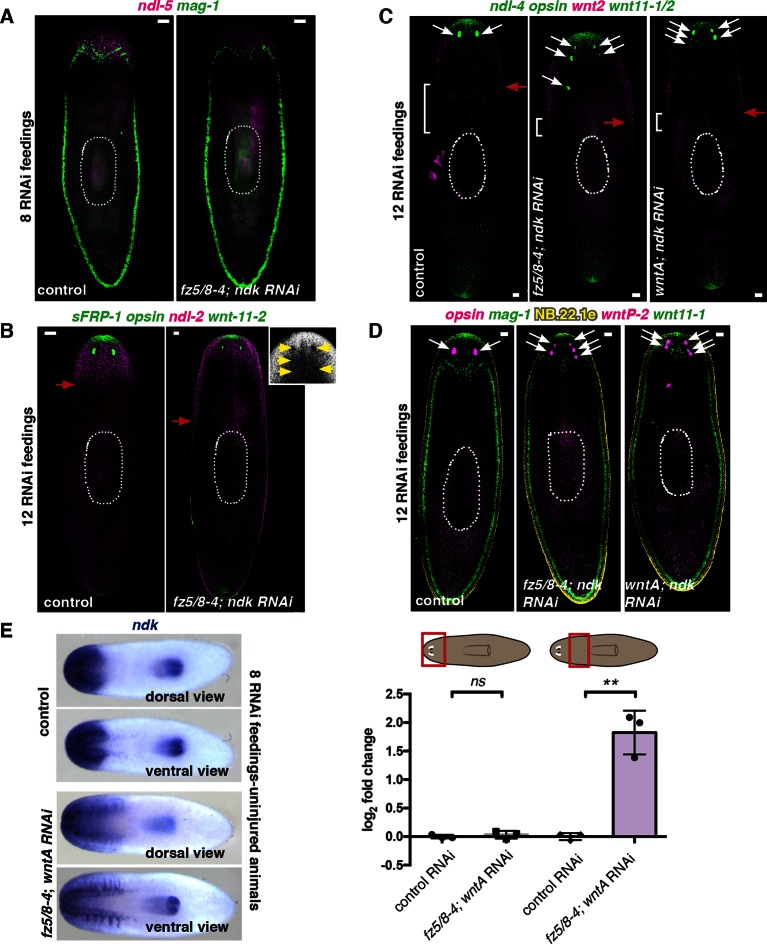
*fz5/8–4, wntA*, and *ndk* locally restrict mRG expression in animals with expanded brain tissue and ectopic eyes. FISH and ISH in intact RNAi animals after 8 or 12 RNAi feedings. (**A,D**) FISH experiments show normal (**A**, after only 8 RNAi feedings) and abnormal (**D**, after 12 RNAi feedings) organization in the expression of the secretory cell marker *mag-1* (green). (**B,C**) FISH experiments show expression domain shifts of prepharyngeal mRGs *ndl-2* (magenta, **B**) and *wnt2* (**C**). (**B**–**D**) Posterior mRG expression domains (*wntP-2, wnt11-1, wnt11-2,* both *wnt11* genes pooled in **C**) did not change. *opsin* (green or magenta) and NB.22.1e (yellow). For all FISH images, red arrows point to the posterior edge of the mRG expression domain. White arrows point to eyes. Anterior, up. Scale bar, 100 μm. FISH images are representative of n>8, FISH experiments. DAPI shows ectopic eyes in the *fz5/8–4; ndk* RNAi animal imaged (yellow arrows) in **B**. FISH was performed twice from independent RNAi experiments. (**E**) ISH using *ndk* RNA probe shows posterior expansion of the *ndk* expression domain in a *fz5/8–4; wntA* RNAi animal after 8 RNAi feedings. Images are representative of n≥5 animals per condition. Anterior, left. Right graph shows quantification of increased *ndk* expression by qRT-PCR. Cartoons on top indicate the region from which mRNA was extracted. **DOI:** http://dx.doi.org/10.7554/eLife.12845.019

We next examined whether the axial mRG map changed in RNAi animals with posterior ectopic eyes. Anterior-most (*sFRP-1* and *ndl-4*) and posterior (*wntP-2, wnt11-1,* and *wnt11-2)* mRG expression domains did not visibly change in *fz5/8–4; ndk* RNAi or *wntA; ndk* double RNAi animals, even under strong RNAi conditions (12 RNAi feedings, multiple ectopic eyes) (Figure 6B,C, Figure 6—figure supplement 1B–D). By contrast, *ndl-2* expression, which is normally restricted to a domain immediately posterior to the eyes, was expanded into the pre-pharyngeal region after eight RNAi feedings (Figure 6B,E), and showed a more severe posterior expansion after 12 RNAi feedings (Figure 6—figure supplement 1B). Similarly, *ndl-5, ndk*, and *wnt2* expression domains extended posteriorly into the pre-pharyngeal region in RNAi animals with strong phenotypes (Figure 6A,D, Figure 6—figure supplement 1C,E). By contrast, the anterior end of the pre-pharyngeal *ndl-3* expression domain was significantly posterior-shifted (Figure 6C,F). Our results indicate that *ndk, wntA*, and *fz5/8–4* are required to restrict anterior tissues and associated expression domains of mRGs to the head region, while leaving the anterior tip, trunk, and tail mRG domains unaffected.

## Discussion

Single-cell sequencing has recently been used to identify transcriptomes for multiple planarian cell types (Wurtzel et al., 2015). We utilized single-cell sequencing to map axial gene expression within the planarian muscle. Planarian muscle was previously found to express several genes with known roles in adult tissue patterning in planarians, raising the possibility that muscle functions to produce a body-wide coordinate system of positional information (Witchley et al., 2013). Traditional RNA sequencing approaches to identifying candidate adult positional information in planarians is limited by the diversity of gene expression in heterogeneous tissue. The identification of a particular cell type expressing genes associated with regional tissue identity allowed application of regional single-cell sequencing to surmount this challenge. We applied this approach to the AP axis, and identified mRGs that constitute an expression map of muscle cells of the planarian primary axis (Figure 7A). Coordinate systems of positional information, such as those proposed to control embryonic development (De Robertis et al., 2000; Petersen and Reddien, 2009b; Niehrs, 2010), might exist within adult tissues of many animals, including humans (Rinn et al., 2006), however there is little functional data regarding positional information and maintenance of the adult body plan. Here, we described several mRGs that work together to pattern and maintain two distinct body regions, the head and the trunk.

**Figure 7.**
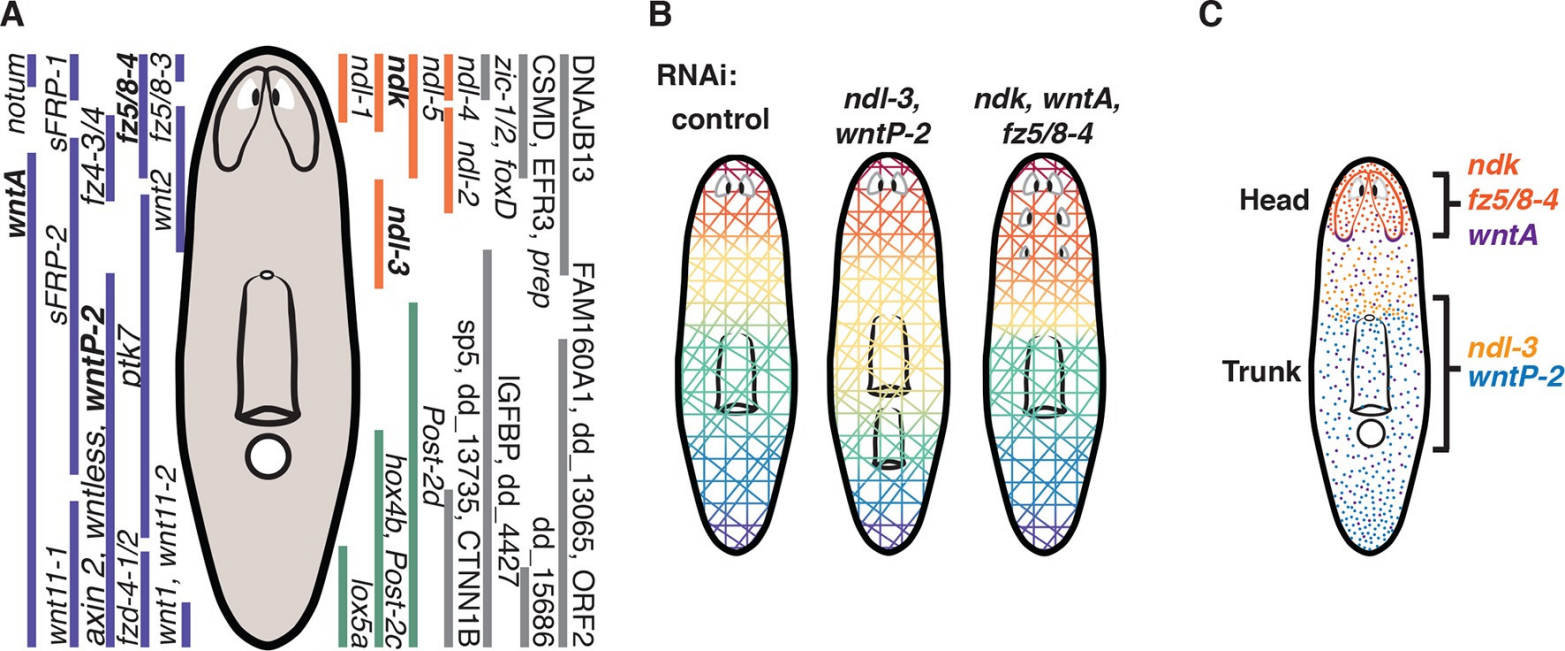
Two FGFRL-Wnt circuits control AP patterning in planarians. (**A**) Expression domains of all identified mRGs along the planarian AP axis. Wnt pathway (purple), *FGFRL* (orange), and *Hox* genes (green). In bold, genes shown here to be involved in maintaining regional identity. (**B**) Cartoons summarize the characterized RNAi phenotypes. *ndl-3* and *wntP-2* restrict the number of pharynges and mouths in the trunk region. *wntP-2* RNAi animals with ectopic pharynges/mouths have an expanded *ndl-3* domain whereas *ndl-3* RNAi animals with ectopic pharynges/mouths have a reduced *wntP-2* expression domain. *fz5/8–4, ndk*, and *wntA* restrict the brain tissue to the head. Inhibition of these genes results in ectopic posterior eyes, brain expansion, and expanded domains of head mRGs. (**C**) Expression domains of the two FGFRL-Wnt circuits are shown. Black brackets indicate the region controlled by the FGFRL-Wnt circuits. **DOI:** http://dx.doi.org/10.7554/eLife.12845.020

Constitutive regional expression of planarian orthologs to genes with key developmental roles in metazoans has been hypothesized to be important for multiple aspects of planarian body plan maintenance (Reddien, 2011). Here we show that both the planarian head and trunk require an FGFRL-Wnt circuit to maintain adult regional tissue identity. Different *FGFRL* and *Wnt* genes are used in the two body locations; however, in both cases, an *FGFRL* expression domain is juxtaposed by a posterior *Wnt* expression domain. Strikingly, inhibition of either gene (*FGFRL* or *Wnt*) caused posterior expansion and sequential duplications of structures normally found within the head and trunk regions, resulting in expanded brain and ectopic eyes in one case, and ectopic pharynges and mouths in the other (Figure 7B).

Following inhibition of any of the components of these FGFRL-Wnt circuits, the axial expression map shows local shifts in expression domains coincident with the expansion of specific regionally restricted tissues such as brain and pharynx (Figure 7B). These results suggest that muscle, a tissue found uniformly throughout the animal, marks different AP regions through combinatorial expression of mRGs. This implies that communication exists between muscle cells and the underlying region-specific tissues. Understanding the coordination between muscle cells and tissues within AP regions is necessary for determining how planarians are able to robustly maintain and regenerate their entire body plan. Positional information must be integrated into the decision to generate and pattern new tissue during planarian growth and regeneration. mRGs might therefore influence the regional behavior of neoblasts and/or their division progeny.

The two FGFRL-Wnt circuits described in this work are striking examples of body plan plasticity during homeostatic tissue turnover. In both cases, inhibition by RNAi of *FGFRL* genes (i.e., reduction or absence of the *FGFRL* expression domain) and inhibition of *Wnt* pathway components (i.e., expansion of the *FGFRL* expression domain) are coincident with the same phenotype of expanded regional identity. Future characterization of the biochemical properties of FGFRLs and elucidation of the mechanisms of interaction between Wnt/Fz pathways and FGFRLs might help in understanding this property. We propose that FGFRL proteins confine the regions where specific tissues in both the head and trunk can normally form and that the *Wnt* gene of each circuit acts by restricting tissues at the anterior end of its expression domain (Figure 7B,C). Given the similarities of the distinct FGFRL-Wnt circuits for patterning two different body regions, FGFRL-Wnt circuits might be broadly utilized, but presently underappreciated, patterning modules of animal body plans.

## Materials and methods

### Animals

Asexual *Schmidtea mediterranea* strain (CIW4) animals starved 7–14 days prior experiments were used.

### Muscle single cell isolation and library construction

Animals were dissected into 10 adjacent regions along the AP axis, and only the midline region (i.e., in between the ventral nerve cords) of each segment was utilized, to minimize heterogeneity caused by gradients expressed along the medio-lateral axes. 10 regions were chosen to balance consistency of amputation and AP resolution. The pharynx was dissected out and discarded for the regions 5 and 6. Fragments were dissociated into single cells. Single cell suspensions for each region were stained labeled with Hoechst, and non-dividing single cells were sorted by flow cytometry into 96 well plates containing 5 ul of total cell lysis buffer (Qiagen, Germany) with 1% β-mercaptoethanol. Subsequently, amplified cDNA libraries were made from each single cell using the SmartSeq2 method (Picelli et al., 2013; 2014; Wurtzel et al., 2015), and tested by qRT-PCR for the expression of the muscle markers *collagen* and *troponin (collagen* Fw: GGTGTACTTGGAGACGTTGGTTTA, *collagen* Rv: GGTCTACCTTCTCTTCCTGGAAC; *troponin* Fw: ACAGGGCCTTGCAACTATTTTCATC, *troponin* Rv: GAAGCTCGACGTCGACAGGA). Cells expressing either or both of these muscle-specific genes (~5 in 96 cells) were used to make libraries using the Nextera XT kit (Illumina, Inc). Libraries were sequenced (Illumina Hi-seq) and fastq files generated by Illumina 1.5 and examined by fastqc.

### Identification of muscle cell expression profiles

Sequencing data was submitted to the GEO database as GSE74360. Each cell was sequenced twice, once with 80 bp reads and once with 40 bp reads, and reads from both sequencing runs were concatenated. Reads were trimmed using cutadapt to remove Nextera transposon sequences CTGTCTCTTATA and TATAAGAGACAG (overlap 11 bp) and low quality 3*′* base pairs (quality score less than 30) before mapping to the dd_Smed_v4 assembly (http://planmine.mpi-cbg.de; [Liu et al., 2013]) using bowtie 1 (Langmead et al., 2009) with -best alignment parameter. Bowtie 1 was used because of its better sensitivity mapping <50 bp reads. Read counts from prominent mitochondrial and ribosomal RNAs (dd_smedV4_0_0_1, dd_Smed_v4_7_0_1, and dd_Smed_v4_4_1_1) were discarded. Reads from the same isotig were summed to generate raw read counts for each transcript (Wurtzel et al., 2015). Libraries with fewer than 1000 expressed (>2 reads) transcripts were discarded, leaving 177 cells, expressing an average of 3,253 unique transcripts with an average of 430,114 reads mapped (Supplementary file 1A, Figure 1—figure supplement 1E). Counts per million reads (cpm) were log transformed after addition of a pseudocount and used as expression values for violin plots and heatmap in Figure 2B. Principal component (PC) analysis on a set of highly expressed transcripts (4 < mean expression < 8) with high variance (dispersion > 1.2) was extended to the entire set of transcripts to identify two significant PCs (Seurat [Satija et al., 2015], Supplementary file 1B). The transcripts defining PC1<0 are all found within the top 45 of the published set of muscle-enriched transcripts (Wurtzel et al., 2015). Two clear populations were separated by PC analysis, one of which included 115 cells that expressed *troponin* (>4 cpm) (Figure 1—figure supplement 1D,F). These 115 muscle cells were used for all subsequent analysis (Supplementary file 1A). Average expression per region (Seurat) for each transcript (Figure 1D) or expression per cell (Figure 2—figure supplement 1B) was centered and scaled to generate expression z-scores used for heatmap visualization. Dendrograms show complete hierarchical clustering using Euclidean distance (Figure 1D, Figure 2—figure supplement 1B).

### Single cell differential analysis

Rv3.2.2 was used for all subsequent data analysis and visualization, relying on the following packages: Seurat (Satija et al., 2015), SCDE (Kharchenko et al., 2014), matrixStats, ROCR (Sing et al., 2005), ggplot2, RColorBrewer (http://colorbrewer2.org). To determine the best differential expression analysis method to identify putative mRGs, we tested three statistical methods: SCDE (Kharchenko et al., 2014), bimod (McDavid et al., 2013), and t-test (Student's t-test) for their ability to identify known mRGs. For each of the statistical tests, we compared cells from the head tip (region 1) versus those from the tail tip (region 10) and determined the rank and statistical significance of 10 canonical mRGs (Figure 1—figure supplement 1G). 

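*notum* was nearly limited to the head tip, whereas *wnt11-1* and *sFRP-1* were also expressed between the ends of the animal. *wnt11-1*, a Wnt ligand gene, was expressed in 5 of 12 muscle cells of region 10 (41.7%, 15.2 to 72.3; 4 of 12 at equal depth) at 102 CPM (97.5 to 107) and in 0 of 11 cells of region 1, which allows a share of up to 27.3%. Its level was higher in the middle, at 128 CPM (121 to 136) in region 5, where 3 of 23 cells expressed it, and 206 CPM (192 to 219.6) in region 6, with 3 of 12 cells. *sFRP-1*, a gene for a secreted Wnt inhibitor, was expressed in 6 of 11 cells of region 1 at 1004 CPM (972 to 1037), in 1 of 6 of region 2 at 239 CPM (220.1 to 259), in 1 of 12 of region 6 at 319.8 CPM (303 to 337), and in 2 of 12 of region 10 at 29.0 CPM (26.4 to 31.7). *notum*, which encodes a secreted inhibitor of Wnt ligands, was expressed in 4 of 11 cells of region 1 (421.5 CPM) and in 2 of 104 cells behind it. In the cells of region 1 that expressed *notum* its median was 1108 CPM.

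Between regions 1 to 3 and 8 to 10, *wnt11-1* passed edgeR's test adjusted over the list alone (p = 0.00961). It had 1 anterior and 2093 posterior reads, a ratio of counts of 881 (158 to 34832, exact counting interval). *sFRP-1* (3.96, standard error 1.74, p = 0.0781) and *notum* (5.66, standard error 2.88, p = 0.114) did not. Head tip cells make up 1 of the 3 anterior regions, which spreads the anterior values: the SD of *notum* was 220 CPM around a mean of 127 CPM (n = 3 regions).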

Based on its ability to identify mRGs present only in a subset of cells within a region (e.g., *wnt11-1, sFRP-1, notum*), we chose SCDE for all further differential expression analysis. Note that SCDE explicitly accounts for drop-out rates due to single-cell sequencing by calculating a probability distribution for each transcript in each cell before calculating differential expression between groups. To identify putative mRGs, we performed three differential expression analyses: anterior (regions 1, 2, 3; n=23 cells) versus posterior (regions 8, 9, 10; n=38 cells); head (region 1; 11 cells) versus post-pharyngeal (regions 7, 8, 9; n=35 cells); pre-pharyngeal (regions 2, 3, 4; n=22 cells) versus tail (region 10; n=12 cells) (Figure 1A). All transcripts with a |Z| score greater than 2.58 (p<0.005) in any of the SCDE analyses were screened by ISH (Supplementary file 1C–E). Z-scores corrected for multiple hypothesis testing are reported in Supplementary file 1C–E, however we used uncorrected Z-scores due to their ability to rank many more transcripts. In addition, 168 genes below our statistical cutoff were successfully amplified from cDNA and screened by ISH (Supplementary file 1C–E).

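Correction for multiple tests keeps a small part of the ranked transcripts, most of them mRGs. By the corrected Z in the authors' deposited tables, 9 transcripts passed a 2-sided p of 0.05 in any of the 3 comparisons, and 7 of these are mRGs. By the uncorrected Z in the authors' deposited tables 98 had an absolute value above 2.58, of which 35 are mRGs, and 53 passed a 2-sided p of 0.005, of which 29 are mRGs. The deposited tables list 21903 transcripts. The authors' deposited table for anterior against posterior cells gave 7 transcripts by corrected Z, 5 higher posteriorly, that for head against post-pharyngeal cells gave 6 and that for pre-pharyngeal against tail cells gave 1.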

To determine if our method correctly classified transcripts as mRGs, we used a combined score from all three SCDE analyses (Figure 1—figure supplement 1H, [Wan and Sun, 2012]). If there is no differential expression of a gene along the AP axis, then the minimum p-value from any of the analyses, p_[1]_ = min(p_1,_ …, p_k_) where p_i_ is the p-value from i^th^ analysis, is expected to follow a beta distribution with parameters 1 and k (Tippett, 1931). A differential expression score was calculated based on beta distribution, S_min_= -log(P(beta(1,k) < p_[1]_)), and used to rank all transcripts. Note that this scoring system only ranks transcripts, and that statistical significance of differential expression is only interpretable within the analysis performed. We then quantified how well our analyses, as scored by S_min_, classified transcripts as mRGs, as determined by ISH validation. The receiver-operator curve plots the false positive rate versus the true positive rate for each value of S_min_ based on ISH validation. The area under the curve (0.88, perfect classification = 1, random classification = 0.5) indicates that S_min_ and therefore our SCDE analyses are able to correctly classify transcripts as mRGs visible by ISH.

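S_min_ was computed again from the Z-scores in the authors' deposited tables as the smallest of 3 one-sided p-values under a beta distribution, and it matched the value in Supplementary file 1F within 0.01 for 44 of the 44 mRGs. Its median was 6.05 over the 44 mRGs and 2.77 over the other 212 genes screened by ISH, and 28 of the mRGs were among the 44 genes with the highest S_min_. The area under the curve was 0.867, with a bootstrap 95% interval of 0.803 to 0.926 over genes, which are not independent replicates. Without the 18 genes known before it was 0.897 (0.835 to 0.948). Of the genes screened, 87 were called at an absolute Z above 2.58 in the authors' deposited tables, 52 of them outside the 44. From the area, the paper concludes that the SCDE analyses separate mRGs visible by ISH from other transcripts.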

### Gene cloning and whole-mount in situ hybridizations

Primers used to PCR amplify all planarian transcripts are listed in Supplementary file 1C–E. 44 mRGs were cloned from cDNA into the pGEM vector (Promega, Madison, WI). RNA probes were synthesized and nitroblue tetrazolium/5-bromo-4-chloro-3-indolyl phosphate (NBT/BCIP) colorimetric whole-mount in situ hybridizations (ISH) were performed as described (Pearson et al., 2009). Fluorescence in situ hybridizations (FISH) were performed as described (King and Newmark, 2013) with minor modifications. Briefly, animals were killed in 5% NAC before fixation in 4% formaldehyde. Following treatment with proteinase K (2 μg/ml) and overnight hybridizations, samples were washed twice in pre-hyb buffer, 1:1 pre-hyb:2X SSC, 2X SSC, 0.2X SSC, PBST. Subsequently, blocking was performed in 5% casein (10X solution, Sigma, St. Louis, MO) and 5% inactivated horse serum PBST solution when anti-DIG or anti-DNP antibodies were used, and in 10% casein PBST solution when an anti-FITC antibody was used. Post-antibody binding washes and tyramide development were performed as described (King and Newmark, 2013). Peroxidase inactivation with 1% sodium azide was done for 90 min at RT. Live animal images were taken with a Zeiss Discovery Microscope. Fluorescent images were taken with a Zeiss LSM700 Confocal Microscope. Co-localization analysis of FISH signals was performed using Fiji/ImageJ. For each channel, histograms of fluorescence intensity were used to determine the cut-off between signal and background. All FISH images shown are maximal intensity projections. A median filter was applied using the ImageJ Despeckle function. Images are representative of results seen in >5 animals per panel.

### RNAi

dsRNA was prepared from in vitro transcription reactions (Promega) using PCR-generated templates with flanking T7 promoters, followed by ethanol precipitation, and annealed after resuspension in water. dsRNA was then mixed with planarian food (liver) (Rouhana et al., 2013) and 2 ul per animal of the liver containing dsRNA was used in feedings. For the RNAi screen (Supplementary file 1G), the following feeding protocol was used: animals were fed six times in three weeks, cut in four pieces (head, pre-pharyngeal, trunk and tail pieces), allowed to regenerate for 10 days, fed all together six times in another three weeks, and cut again into the four pieces described above. Seven days following amputation (7 dpa), trunk pieces were scored (Supplementary file 1G, Figure 3A right panels, Figure 3—figure supplement 1A, and Figure 5—figure supplement 1A), and fixed at day 20 following amputation for further analysis (Figure 3 and Figure 4). Five to 10 trunk pieces were kept after the first regeneration cycle, and were fed once a week for another 12 weeks and were scored after that period (homeostasis, Supplementary file 1G). Animals for homeostasis RNAi experiments for trunk patterning studies (Figure 3—figure supplement 1C) were fed eight times in four weeks and scored a week after the last feeding. In RNAi experiments for head patterning analysis, animals were fed eight times in four weeks, scored after the first six feedings (Figure 5A, Figure 5—figure supplement 1B,D), and fixed seven days after the last feeding (without amputation). For longer time point experiments, animals were fed twelve times in six weeks and fixed seven days after the last feeding. For all RNAi conditions tested, the total amount of dsRNA per feeding per animal was kept constant. Therefore, for example, when RNAi of two or more genes was performed, dsRNA for each gene was diluted in half. For combinations of dsRNAs, synergistic effects of double RNAi were calculated using Fisher’s exact test (Figure 3A, 5A, Figure 3—figure supplement 1C). Minimum sample sizes were estimated using difference of proportion power calculation with h=0.4 (ectopic mouths) or h=0.8 (ectopic eyes), sig.level=0.05, and power=0.8 (n=98.1 or n=24.5). RNAi animals with ectopic pharynges/mouths were treated with 0.2% chlorotone, which results in muscle relaxation and pharynx protrusion through the mouth (Figure 3A, left panels). For RNAi enhancement experiments of *ndl-3; wntP-2* RNAi with β*-catenin-1*, animals were fed five times with a combination of *ndl-3* and *wntP-2*, and starting in the sixth feeding, β*-catenin-1* or control dsRNA was added to the mix of *ndl-3* and *wntP-2* for another three, four, or five feedings (being a total of eight, nine or 10 feedings, Figure 3—figure supplement 1E). For the β-*catenin-1* RNAi experiment shown in Figure 2—figure supplement 3, animals were fed once, twice, or four times with β-*catenin-1* or control dsRNA. Animals were fixed at different days after the first RNAi feeding.

### Quantitative reverse-transcriptase PCR

Samples were processed and analyzed as described (Owen et al., 2015). Briefly, total RNA was isolated from fragments from individual intact worms or from individual regenerated fragments, as indicated by cartoons in figures, in 0.75mL Trizol (Life Technologies, Carlsbad, CA) following manufacturer's instructions. Samples were homogenized for 30s using TissueLyser II (Qiagen). Following RNA purification and resuspension in dH20, concentrations for each sample were measured by Qubit using RNA HS Assay Kit (Life Technologies). 5 ng of RNA were treated with 1U amplification-grade DNAse I (Life Technologies) for 15 min at room temperature before DNAse heat-inactivation for 10 min at 65°C in the presence of 2.5 mM EDTA. Multiplex reverse-transcription and 15 cycles of PCR amplification were performed on DNAse-treated RNA using pooled outer primers at 50 nM each and Superscript III/Platinum Taq enzyme mix (Supplementary file 1H). Following outer primer digestion with ExoI (15U, New England Biolabs, Ipswich, MA), samples were diluted to 500pg/ul and checked for presence of *g6pd* by qRT-PCR (7500 Fast PCR System, Applied Biosystems). Samples and inner primers were loaded onto a 96.96 Dynamic Array Fast IFC chip (Fluidigm BioMark) and analyzed as described (Supplementary file 1H, [Owen et al., 2015]). Ct values from two technical replicates were averaged and normalized by the average Ct value of three housekeeping genes (*g6pd, clathrin,* and *ubiquilin,* [van Wolfswinkel et al., 2014]) to generate ΔCt values. Log_2_ fold-changes were determined by the ΔΔCt method by calculating the difference from the average ΔCt value of control RNAi replicates. Heatmap of average ΔΔCt values was generated by pheatmap in R. Bar graphs show mean ΔΔCt +/- standard deviation with individual ΔΔCt values. Statistical tests (unpaired Student’s t-test or one-way ANOVA followed by Dunnett’s multiple comparisons test) were performed between individual ΔΔCt values.

### Expression domain quantification

FISH of the mRG of interest was performed in control RNAi animals and RNAi animals showing phenotypes (ectopic pharynx or ectopic eyes) in at least three independent experiments, and images taken with same intensity settings within an experiment. The extent of an mRG expression domain was measured in ImageJ as depicted in cartoons by blind scoring maximal intensity projections. For *ndl-2,* the extent of the domain with strong expression and not total expression was measured. The length of the mRG expression domain was normalized by the length of the animal. Statistical analysis of expression domain shifts were determined by one-way ANOVA followed by Dunnett’s multiple comparisons test.

### Immunostainings

Animals were fixed as for in situ hybridizations and then treated as described (Newmark and Sánchez Alvarado, 2000). A mouse anti-ARRESTIN antibody (kindly provided by Kiyokazu Agata) was used in a 1:5000 dilution, and an anti-mouse-Alexa conjugated antibody was used in a 1:500 dilution.

### Cell quantification and statistical analysis

Numbers of *cintillo^+^*and *gd^+^*cells were counted and normalized by the length between the anterior tip of the animal and the esophagus in control, *fz5/8–4; ndk*, and *wntA; ndk RNAi* animals after eight RNAi feedings (Figure 5C, Figure 5—figure supplement 1E). One-way ANOVA and Dunnet’s post-test were used to determine significant differences between the different conditions and the control. Similarly, cells expressing the metalloproteinase *mmp1* were counted in control, *wntP-2, ndl-3*, and *ndl-3; wntP-2* RNAi trunk pieces after 12 RNAi feedings and two rounds of regeneration (20 dpa, screen RNAi protocol, Figure 3B). One-way ANOVA and Dunnet post-test were used to determine significant differences between the different conditions and the control. Minimum sample-size estimations were calculated using balanced one-way analysis of variance power calculation with k=4 (*mmp1*) or k=3 (*cintillo* and *gd*), f=0.8, sig.level=0.05, and power=0.8 (n=5.3 or n=6.1).

### Phylogenetic analysis: accession numbers

Genbank: *Homo sapiens*: NP_068742.2 (FGFRL1). *Mus musculus*: NP_473412.1 (FGFRL1). *Xenopus tropicalis* NP_001011189.1 (FGFRL1). *Strongylocentrotus purpuratus* NP_001165523.1 (FGFRL1). Dj, *Dugesia japonica*: BAC20953.1 (Ndk), BAP15931.1 (Ndl-2), BAQ21471.1 (Ndl-3), BAQ21471.1 (Ndl-1). *Nematostella vectensis* XP_001635234.1 (FGFRL-1). Uniprot: *Ciona intestinalis* F7BEX9 (FGFRL1). Genomic database: *Capitella sp. I*: CAPC1_170033 (FGFRL1). *Lottia gigantean*: LOTGI_167118 (FGFRL1). *Schistosoma mansoni*: Smp_052290 (Ndk), Smp_036020 (Ndl-5) Planmine/Genbank: *Schmidtea mediterranea*: dd_11285/ADD84674.1(Ndk), dd_12674/ADD84675.1 (Ndl-4), dd_5102/AFJ24803.1(Ndl-5), dd_6604/ADD84676.1 (Ndl-3), dd_8310 (Ndl-1), dd_8340 (Ndl-2).*Dendrocoelum lacteum*: Dlac_193209/JAA92597.1 (Ndk), Dlac_194186/JAA92596.1 (Ndl-4), Dlac_184398 (Ndl-5), Dlac_178408 (Ndl-3-2), Dlac_182339 (Ndl-3-1), Dlac_189993 (Ndl-1), Dlac_170672 (Ndl-2-1), Dlac_181923/JAA92595.1 (Ndl-2-2). *Planaria torva*: Ptor_24279 (Ndk-1), Ptor_18635 (Ndk-2), Ptor_24521(Ndl-4-1), Ptor_34251 (Ndl-4-2), Ptor_36400 (Ndl-5-1), Ptor_68870 (Ndl-5-2), Ptor_24828 (Ndl-3-1), Ptor_27132 (Ndl-3-2), Ptor_29905 (Ndl-1), Ptor_23702 (Ndl-2). *Polycelis tenuis*: Pten_63627 (Ndk-1), Pten_14428 (Ndk-2), Pten_6171 (Ndl-4), Pten_43037 (Ndl-5), Pten_46975 (Ndl-3), Pten_39799 (Ndl-1-1), Pten_47685 (Ndl-1-2), Pten_41107 (Ndl-2). *Polycelis nigra*: Pnig_15421 (Ndk-1), Pnig_6593 (Ndk-2), Pnig_29523 (Ndl-4-2), Pnig_3947 (Ndl-4-1), Pnig_25001 (Ndl-5), Pnig_3933 (Ndl-3), Pnig_25308 (Ndl-1), Pnig_22111 (Ndl-2).

How the deposited data were processed for this re-analysis (not part of the article)

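The deposited data are read counts of 177 single cells from 10 regions along the anteroposterior axis of *Schmidtea mediterranea* (115 muscle and 62 non-muscle cells in the authors' classes), and 3 tables of the authors' comparisons between muscle cells. For the counts, the authors made cDNA by SmartSeq2 from sorted cells, chose libraries by qRT-PCR for *collagen* and *troponin*, prepared them with Nextera XT and sequenced each cell with 80 and 40 base reads. They trimmed the reads with cutadapt at a quality of 30, mapped them with bowtie 1 to the dd_Smed_v4 transcriptome, discarded 3 mitochondrial and ribosomal transcripts, summed isotigs, and left out libraries with fewer than 1000 transcripts of more than 2 reads. The table holds raw counts of 26560 transcripts with no normalization. The authors' deposited tables hold, for 21903 transcripts, the log2 expression ratio of SCDE with its bounds. They also hold the Z score and the Z score after the authors' correction for multiple tests, which the authors computed with SCDE in R from the counts of the muscle cells, with single cells as the units of the comparison. No reference genome or annotation entered the values, and SCDE was not run again.

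Total reads per cell ranged from 19205 to 3884642. Because the cDNA carries no molecular identifiers, reads from one molecule may be counted many times, and the intervals given with shares and CPM cover counting error only. Most shares of 0 are given with the share that 3 cells of the group would make, and some with the exact interval.

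The region of each cell and its class were taken from the authors' sample labels. No animal is named for a cell in the sources used here, so a cell was not a replicate, and counts were summed over the cells of each region and class. Transcripts with more than 2 reads in at least 5 of the cells summed were tested. The quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with TMM normalization compared muscle of regions 1 to 3 with muscle of regions 8 to 10 (3 sums against 3), tested the slope on region number over the 10 muscle sums, and compared muscle with non-muscle sums (10 against 9, since region 2 has no non-muscle cell). Benjamini-Hochberg adjusted p-values under 0.05 were counted as passing, over all transcripts tested and adjusted over the list alone. The p-values measure the spread between regions and not between animals. The comparisons of head with post-pharyngeal cells and of pre-pharyngeal with tail cells have a single region on one side and were not tested. On simulated counts with the depths of these sums, edgeR called 6 of 66 transcripts changed by 4 log2 units in the design of 3 against 3 with 2 false calls of 9337, DESeq2 called 14 of 66 with 99 false calls, and limma called 6 of 66 with 1 false call. For the slope, edgeR called 4 of 66 transcripts that changed by 0.6 log2 units per region, with 1 false call of 11441. DESeq2 called 14 of 66 there with 95 false calls, and limma 5 of 66 with 2. For the classes edgeR called 10 of 66 that changed by 4 log2 units, with 1 false call of 14237. DESeq2 called 37 of 66 there with 63 false calls, and limma 9 of 66 with 1. All simulated counts were drawn with dispersions estimated by edgeR, which may favor edgeR over the other tools. limma ran there on simulated sums and not on means over cells, so its numbers do not carry over to the limma alternative.

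The transcripts to name were set by a rule before the data were examined: the 44 mRGs and every transcript the paper names, the lists of Supplementary file 1B in the comparison of the classes, and for each test the 5 transcripts per direction with the largest log2 fold change among those that passed and whose regions did not overlap between the groups (for the slope, an absolute Spearman's rho with region of at least 0.8), with at most 2 identifiers per direction that the supplement does not pair with a name. The values of the mRGs in the paper's tables had been seen when the rule was set. Also set then were the lists: the mRGs by family (FGFRL, Wnt, Hox and other), the 18 mRGs known before, the 4 lists of the first 2 principal components, and the transcripts whose ISH pattern in Supplementary files 1C to 1E is the CNS alone, the gut alone or the epidermis alone. The abundant transcript without a gene name that passed the test of slopes falls under this rule. The 6 transcripts named with the second component were chosen after their values were seen.

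A transcript was counted as expressed in a cell with more than 2 reads. Exact binomial (Clopper-Pearson) and Poisson 95% intervals were computed with scipy 1.17.1. Distances between regions were Euclidean over the 44 mRGs, on the mean of log2(CPM + 1) per region scaled to z-scores, with complete linkage, and were set against the distance in region number with Spearman's rho and 100000 permutations of the region numbers. The PCA ran on transcripts with a mean between 4 and 8 and a dispersion over 1.2, and split the first component by 2-means together with a *troponin* minimum of 4 CPM. S_min_ and the area under the curve were computed from the authors' deposited Z-scores with 2000 bootstrap samples of genes. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9.

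Set at the same time were these alternatives for the tests: DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, limma 3.58.1 on means over cells, cells thinned to 50000 reads, each region left out in turn, the block of library numbers as a term, regions 4 to 7 as another group in the fit, a quadratic slope, and region as a block for the classes. Others concerned the pseudocount (0.1 or 10), the mean per region, the list of mRGs, the reads that count as expressed (at least 1, at least 10, or over 4 CPM), the threshold on the Z-score (a 2-sided p of 0.005, or a 2-sided p of 0.05 on the corrected Z), the genes in the PCA and the genes in the area under the curve. Chosen after seeing the data were the tests without cells of more than 5000 transcripts, the tests within each block of library numbers, a PCA with transcripts chosen on the log of the mean, the test of slopes between the classes, and the CPM of summed cells as the measure of a gene's highest region. The within-block comparison of anterior and posterior muscle could not be fitted in the third block, which has no anterior cells. The fits with the block as a term ran on sums per region and block, so a region with cells in several blocks entered several times.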

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

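The test for doublets and the test of slopes between the classes were chosen only after the results were seen.

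Non-muscle cells of the head tip held *FGFRL* transcripts, and the paper does not analyse the non-muscle cells along the axis. At least 1 of *ndk*, *ndl-1*, *ndl-2*, *ndl-4* and *ndl-5* was expressed in 9 of the 11 non-muscle cells of region 1 (81.8%, exact 95% interval 48.2 to 97.7; 9 at equal depth), and at least 3 in 6 of them (3 at equal depth). *ndk* and *ndl-4* were each in 9 of the 11, and in 4 of 51 non-muscle cells of regions 3 to 10. Summed over the 11 cells, the 5 genes were at 663 CPM, against 2429 CPM in muscle of the same region. *prep* reached 77.5% of its muscle level and *ndl-1* 51.4%, whereas *ndl-2*, *sFRP-1*, *notum* and *zic-1* had 0 reads, which for *ndl-2* allows at most 0.208% of its muscle level. The frizzled receptor gene *fz5/8-3* was in 9 of 11 non-muscle and 3 of 11 muscle cells of region 1.

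The tables argue against RNA from muscle as the source. The 5 genes stood at 27.3% of their muscle level (counting interval 26.0 to 28.5) and the muscle gene *TNNI2* at 2.52% (2.11 to 2.98). Against doublets of a muscle and a non-muscle cell stands the list of 12 muscle transcripts at the negative end of the first component, at 0.237% of its muscle level (0.210 to 0.265). The classes were made with this component, so a low level of the list was built in, but a doublet that brought the *FGFRL* reads would have brought the list to the same share. Of the 11 cells 2 had more than 5000 transcripts, and both were among the 6 with at least 3 of the genes, as doublets would need. The median of *TNNI2* went the other way, at 20.0 CPM in these 6 cells and 67.2 CPM in the others. All sequenced libraries, those of the 62 non-muscle cells included, had tested positive for *collagen* or *troponin* by qRT-PCR. By ISH, the paper places *ndk* in the brain as well as in head muscle, and gives *ndl-1* and *ndl-5* an anterior and CNS pattern. For *ndk*, *ndl-1* and *ndl-5*, expression outside muscle is thus already reported. The patterns the study gives for *ndl-4* and *fz5/8-3* (anterior tip) and *prep* (anterior) name no other tissue. What these cells are, and whether reads are shared between the paralogs, stays open and was not tested. That these cells show such expression is a hypothesis here.

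*ndl-5* fell toward the tail in muscle and not in non-muscle cells. Its slope on region number was -1.16 in muscle and 0.37 in non-muscle, a difference of -1.50 (standard error 0.38, p = 0.00057, p = 0.0245 adjusted over the 43 mRGs, edgeR). After thinning the adjusted p was 0.0550, and over all 14440 transcripts 0.300. It was the 1 mRG to pass over the list alone, and over all transcripts 0 passed by edgeR, with 1058 at an unadjusted p under 0.05; no other tool was run on this difference. Region 10 held 530 of the 812 *ndl-5* reads in non-muscle cells, and 1 of its 7 cells expressed the gene.

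Total reads and transcripts per cell were each tested in the groups of 4 to 10 cells of the same region and class, and in 2 of these 18 tests, both of total reads, a cell lay far from the others, where chance gives about 1 in 20 tests. In muscle of region 7 it had 375122 reads, with the next of the 9 cells at 186122, and in non-muscle of region 9 it had 2702758 reads, with the next of the 5 cells at 363510. The region sums of these groups lean on these cells.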

How the results depend on the processing

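The tests within blocks of library numbers, those without cells of more than 5000 transcripts, the 2 tests of depth and block on the mRGs, the tally of highest regions by the CPM of the summed cells and the split of all transcripts between anterior and posterior were chosen only after the results were seen.

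The number of transcripts called between anterior and posterior muscle (0 by edgeR) was 136 by DESeq2, 44 with no filter on low counts, 16 by limma, and 2 each with cells thinned to 50000 reads, with the block of library numbers as a term and within block 2. It was 0 with RLE size factors, with all 10 regions in the fit and without cells of more than 5000 transcripts, and 0 to 2 with each region left out (1 without region 1, where 17.2% of transcripts had an unadjusted p under 0.05, against 3.39% with all regions, and 2 without region 8). Of these calls, the mRGs were 14 by DESeq2, 9 with no filter, 12 by limma, 2 after thinning, 1 with the block term, 2 within block 2 and 0 to 1 with each region left out (1 without region 1). Adjusted over the list alone, 15 mRGs passed, 32 with no filter, 37 by limma, 27 after thinning, 28 with the block term, and 11 (without region 10) to 25 (without region 3) with each region left out. Within block 1 the posterior group is region 8 alone, a single sum assumed to vary like the others, so the 0 mRGs over the list alone and 0 transcripts over all (58 at an unadjusted p under 0.05, edgeR) say nothing about stability. Block 3 has no anterior cells and could not be fitted.

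For the slope, 2 transcripts passed, 122 by DESeq2, 1 with RLE size factors, 9 with no filter, 24 by limma, 6 after thinning, 9 with the block term, 4 with a quadratic term, 1 without cells of more than 5000 transcripts, and 0, 2 and 6 within blocks 1, 2 and 3. With each region left out it was 0 (without region 1 or 9) to 21 (without region 10), and 1 without region 2, 3, 6, 7 or 8. The mRGs among these were 1, and 13 by DESeq2, 4 with no filter, 15 by limma, 4 after thinning, 4 with the block term, 0 within block 1, 0 within block 3 and 0 to 3 with each region left out (0 without region 1 or 9, 3 without region 10). Adjusted over the list alone, 22 mRGs passed, 36 by limma, 14, 7 and 1 within the blocks, and 9 (without region 1) to 22 with each region left out; the other alternatives gave 19 to 32. The cause of these changes was not tested, apart from the fewer cells and regions within a block.

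Between the classes 1675 transcripts passed, 4452 with no filter, 979 with region as a block, 311, 788 and 272 within the blocks, and 1497 to 1654 with each region left out. The rank correlation of distances was 0.142 within block 3, and 0.734 to 0.840 with each region left out. Muscle cells of region 1 with at least 3 anterior *FGFRL* genes were 11 with at least 1 read and 11 with more than 4 CPM as the minimum. The area under the curve was 0.993 with all other transcripts as negatives. Transcripts past the Z-score threshold in the authors' deposited tables were 53 at a 2-sided p of 0.005 and 9 by corrected Z. Over 31 pairs of a named gene and a comparison, each under its alternatives, 69 no longer passed, 11 newly passed, 6 changed direction and the rest kept direction and side of the threshold. Those that changed direction were *FoxD* between anterior and posterior (0.77), at -12.96 without region 1, where the other anterior regions hold 0 reads (up to 2.54 without region 8), and -0.45 by limma; *sFRP-2* (0.68), at -2.33 with the block term, -3.37 within block 2 and -0.63 without region 2 (up to 3.15 without region 9), which passed in none of these; and the slope of dd_Smed_v4_37_0_1, at -0.031 within block 3. Of 128 shares of cells, 21 moved by more than their interval. Hox genes highest in regions 8 to 10 were 4 by the mean of log2(CPM + 1) and 2 by the CPM of the summed cells.

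The differences of the mRGs along the axis were weighed against depth and block. All 22 mRGs that passed over the list alone still passed once cells were thinned to 50000 reads, which argues against depth as the whole cause. With the block of library numbers as a term, 19 of 22 still passed. That fit ran on sums per region and block, so a region with cells in several blocks entered several times. It had more units than the main fit and does not weigh the block at the same unit. The blocks cover different regions, so a part played by the block stays open, as do differences between animals.

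Other splits of the sums were set beside each count, and every tally below includes the real split or order itself. With 3 regions against 3 there are 10 splits, too few for a share under 0.05: over all transcripts the real split called 0 and the highest other 0, with as many in 10 of 10, and for the mRGs over the list alone the real split gave 15 and the highest other 3 (regions 1, 2 and 8 against the rest), with as many in 1 of 10. For the slope, 2 of 100 orders of the regions, the real one included, called at least as many transcripts as the real one (2). That share is under 0.05, so a random order seldom reached the count. Another order called 23, several times the real count. Whether a structure of the samples lies behind this was not tested. For the mRGs the real order gave 22 and the highest other 16, with as many in 1 of 100; whether chance is excluded cannot be told, since the list was chosen on these cells. For the classes the real split gave 1675 calls and the highest other of 100 draws 32.6% of that number, with as many in 1; the classes were made from the expression of these cells, so whether chance is excluded cannot be told either.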

Differences from the paper's values

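At the thresholds the paper states, no value computed here differs by over 1.5 times from the paper's value for the same measure. At the stricter thresholds set before the data were examined, 53 transcripts (2-sided p of 0.005) and 9 (corrected Z) passed in the authors' deposited tables, against the paper's 99. The paper counts 11 of 11 muscle cells of region 1 with at least 3 of 5 anterior *FGFRL* genes, and 10 were found here with more than 2 reads. The paper counts 3 of 6 *ndl-3* cells of region 4 with *wntP-2*, and 2 were found. The paper does not state the read minimum behind these counts of cells that express several genes. With at least 1 read, or with more than 4 CPM, both set as alternatives before the data were examined, the counts were 11 and 3. At the paper's Z of 2.58, 98 transcripts passed in any comparison in the authors' deposited tables (the paper's value is 99), and 87 of the screened genes (the paper's is 88). The PCA gave 113 muscle cells, 118 with the 1000 most variable transcripts, and 157 with transcripts chosen on the log of the mean CPM, a choice made after the values were seen (the paper's value is 115). The first 2 components held 24.6% and 9.67% of the variance (the paper's values are 29.9% and 8.3%). With the 1000 most variable transcripts they held 7.86% and 6.19%. With transcripts chosen on the log of the mean CPM they held 19.3% and 7.79%. The area under the curve was 0.867, 0.897 without the 18 genes known before and 0.993 with all other transcripts as negatives (the paper's value is 0.88).

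The paper states that muscle cells of all regions were spread evenly over its components, and that region explained no significant share of the variance. Its PCA was extended to all transcripts, with neoblasts apart on the second component. The PCA here ran on 45 transcripts, so the second components need not be the same. Region accounted here for 8.52% of the first component, near the 7.89% of random groups, and for 45.6% of the second. After total reads and transcripts per cell were regressed out, the second kept 36.3%. That share was 19.5% with the 1000 most variable transcripts. With transcripts chosen on the log of the mean CPM it was 6.06%, from 20.6% before.

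The paper's comparison of anterior with posterior muscle took cells as replicates, and the tests here took regions. At an adjusted p under 0.05 edgeR called 0 of the 43 mRGs tested, with 24 at an unadjusted p under 0.05. DESeq2 called 14 of them, limma 12, and edgeR with no filter on low counts 9; adjusted over the list alone, 15 passed by edgeR.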

Other observations

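The tests on the second component, and the test of slopes in non-muscle cells, were chosen only after the results were seen.

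Many of the Wnt pathway genes among the mRGs were higher in muscle than in the other sequenced cells, whereas most *FGFRL* genes did not pass. *wntP-2* was at 125 ± 129 CPM (SD, n = 10 regions) in muscle and 0.162 ± 0.209 CPM (SD, n = 9 regions) in non-muscle cells (log2 fold change 9.25, standard error 1.32, adjusted p = 3.77e-05, edgeR), and was expressed in 45 of 115 muscle and 0 of 62 non-muscle cells, which allows a share of up to 4.84%. *FoxD* (8.88, standard error 1.67), *sFRP-1* (7.73, 1.62), *wntA* (3.51, 0.68), *fz4-1* (4.76, 1.44), *fz4-3* (4.42, 1.05) and *sFRP-2* (3.88, 1.24) were also higher, and *zic-1* was at least 574-fold higher, with 3 reads over the group as the floor. *sFRP-2* passed under 9 of 21 alternatives (adjusted p from 0.00733 to 0.9999). It did not pass with region as a block, and among others not without region 2, 3, 4, 6, 7 or 9 (p from 0.0508 to 0.0915). *wntA* (p = 0.213, the highest of its alternatives, with the lowest at 4.44e-07) and *fz4-3* (p = 0.601, lowest 0.000151) did not pass within the second block of library numbers, nor *FoxD* within the third (p = 0.0954, lowest 9.99e-07). Of the 43 mRGs tested, 14 were higher in muscle and 0 lower by edgeR over all transcripts, with 24 at an unadjusted p under 0.05, 16 by DESeq2, 15 by limma and 21 by edgeR over the list alone. By family these were 11 of 18 Wnt pathway genes (12 by DESeq2, 9 by limma), 1 of 6 *FGFRL* genes (0 and 0), 0 of 4 Hox genes (1 and 2, with 2 at an unadjusted p under 0.05) and 2 of 15 others (3 and 4). Of the 18 genes known before 11 passed, and of the 25 others 3. The *FGFRL* gene was *ndl-2*. The log2 fold changes of the others were 1.69 for *ndk*, -0.13 for *ndl-1*, 0.29 for *ndl-4*, -0.81 for *ndl-5* and 3.21 for *ndl-3*. The classes were defined by the study on these cells, and whether the families differ was not tested.

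Of transcripts that the study saw by ISH in the CNS alone, 3 of 46 were higher in muscle (*PCDH11*, *TRPC4* and *dd_17732*) and 1 lower (*CELF5*), and the same numbers passed over the list alone; DESeq2 gave 2 and 0, limma 1 and 1. Of those in the gut alone 0 of 11 passed by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2 and limma. Of those in the epidermis alone 2 of 16 were higher (*BNC1* and *dd_15058*), 1 by DESeq2, while limma called 2 lower. Along the axis, the lists of the principal components gave 0 calls by edgeR, over all transcripts and over each list alone. Between anterior and posterior muscle, 0 of 12, 1 of 3, 1 of 12 and 0 of 10 transcripts of the negative and positive ends of the first and of the second component had an unadjusted p under 0.05, and DESeq2 called 1 at the positive end of the first. For the slope, 1 of 12, 0 of 6, 2 of 12 and 0 of 11 did, and DESeq2 and limma called 0. The slope in non-muscle cells gave 0 calls of 14440 by edgeR, with 1178 at an unadjusted p under 0.05 and 0 mRGs over the list alone; no other tool was run on it.

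The neoblast gene *SMEDWI-1* was expressed in 87 of 115 muscle cells (75.7%, 66.8 to 83.2; 79 of 110 at equal depth) and in 28 of 62 non-muscle cells (45.2%, 32.5 to 58.3; 26 of 62 at equal depth). In region 1 it was in 8 of 11 muscle and 0 of 11 non-muscle cells, which allows a share of up to 27.3%.

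Region of origin accounted for 45.6% of the variance of the second component among muscle cells. After total reads and transcripts per cell were regressed out 36.3% was left, which argues against these as the whole cause in the main PCA, but with the 1000 most variable transcripts 19.5% was left, as depth would need, and with transcripts chosen on the log of the mean CPM 6.06% of an initial 20.6%, under the 7.89% of random groups. A shift shared by both cell classes of a region, as handling would give, cannot be told apart in the main PCA, where the region means of the classes had a rho of 0.367 over 9 regions, and was met with the 1000 most variable transcripts, where rho was 0.7, and with those chosen on the log of the mean, where rho was 0.9. Depth and a shared shift therefore stay open for the other 2 choices of transcripts. A biological difference between regions stays open and was not tested.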
